# Selective inhibition of JAK3 signaling is sufficient to reverse alopecia areata

**DOI:** 10.1172/jci.insight.142205

**Published:** 2021-04-08

**Authors:** Zhenpeng Dai, James Chen, Yuqian Chang, Angela M. Christiano

**Keywords:** Autoimmunity, Inflammation, Skin, T cells

## Abstract

The Janus kinase/signal transducers and activators of transcription (JAK/STAT) are key intracellular mediators in the signal transduction of many cytokines and growth factors. Common γ chain cytokines and interferon-γ that use the JAK/STAT pathway to induce biological responses have been implicated in the pathogenesis of alopecia areata (AA), a T cell–mediated autoimmune disease of the hair follicle. We previously showed that therapeutic targeting of JAK/STAT pathways using the first-generation JAK1/2 inhibitor, ruxolitinib, and the pan-JAK inhibitor, tofacitinib, was highly effective in the treatment of human AA, as well as prevention and reversal of AA in the C3H/HeJ mouse model. To better define the role of individual JAKs in the pathogenesis of AA, in this study, we tested and compared the efficacy of several next-generation JAK-selective inhibitors in the C3H/HeJ mouse model of AA, using both systemic and topical delivery. We found that JAK1-selective inhibitors as well as JAK3-selective inhibitors robustly induced hair regrowth and decreased AA-associated inflammation, whereas several JAK2-selective inhibitors failed to restore hair growth in treated C3H/HeJ mice with AA. Unlike JAK1, which is broadly expressed in many tissues, JAK3 expression is largely restricted to hematopoietic cells. Our study demonstrates inhibiting JAK3 signaling is sufficient to prevent and reverse disease in the preclinical model of AA.

## Introduction

Alopecia areata (AA) is an autoimmune disease of the hair follicle (HF) that ranges in presentation from circular patches on the scalp to complete hair loss and is associated with an enormous psychological burden to patients (1, 2). The etiology of AA is not completely understood but likely involves a combination of genetic predisposition and environmental triggers (3). We previously showed that cytotoxic natural killer group 2 member D–positive (NKG2D^+^), CD8^+^ T cells accumulate in the skin and contribute to HF destruction (4, 5). The pathogenesis of AA is also associated with the overexpression of proinflammatory cytokines, such as interferon-γ (IFN-γ) and common γ chain (γc) cytokines, which break down HF immune privilege and promote the survival and function of cytotoxic T lymphocytes in affected skin (6, 7). Notably, these proinflammatory cytokines signal through their receptors via the family of Janus kinase/signal transducers and activators of transcription (JAK/STAT).

JAK/STAT pathways play an essential role in both innate and adaptive immunity as well as hematopoiesis. Unrestrained activation of the JAK/STAT pathways contributes to a number of autoimmune diseases and proliferative disorders, making JAKs an attractive target for pharmacologic manipulation in the treatment of such conditions (8, 9). Indeed, small molecule JAK inhibitors (JAKi) demonstrated clinical efficacy in the treatment of rheumatoid arthritis and myelofibrosis, as well as other autoimmune and malignant proliferative disorders (10–12). AA is characterized by dysregulation of JAK/STAT activity, in particular, the γc cytokine and IFN-γ signaling pathway (3, 4). Our lab recently pioneered the use of the JAK1/2 inhibitor ruxolitinib and baricitinib, as well as the pan-JAK inhibitor, tofacitinib, in the treatment of human AA (3, 13–15). However, the relative contribution of JAK1, JAK2, and JAK3 inhibition to the therapeutic benefit of ruxolitinib, baricitinib, and tofacitinib in AA has not been investigated.

Recently, a number of JAK-selective inhibitors have entered clinical trials for the treatment of various malignancies and inflammatory diseases. For example, INCB039110, a JAK1-selective inhibitor, showed efficacy in phase II trials of chronic plaque psoriasis and myelofibrosis (16, 17). The JAK2-selective inhibitor CEP-33779 appeared to be efficacious in mouse models of systemic lupus erythematosus (18). Fedratinib and pacritinib are additional JAK2-selective inhibitors that showed therapeutic efficacy in a murine model of myeloproliferative disease as well as myeloid and lymphoid malignancies, respectively (19, 20). The irreversible covalent JAK3-selective inhibitor PF-06651600 was shown to be effective in rodent models of arthritis and mouse models of multiple sclerosis (21).

Our previous gene expression studies suggested a clear role for JAK1 and JAK3 in AA disease pathogenesis, but notably, not for JAK2 signaling (4, 13–15). Due to the essential role of JAK2 in hematopoiesis, JAK2 inhibition is believed to be the source of several known side effects in other diseases (19). Therefore, highly selective inhibition of JAK1 or JAK3, with no off-target activity against other JAKs, could potentially enhance efficacy and reduce the risk of undesirable side effects. However, it is not known whether selective inhibition of JAK1 or JAK3 alone is sufficient to disrupt AA cytokine signaling and ameliorate the inflammatory processes. The availability of selective JAKi now enables the pharmacological investigation of IFN-γ and γc cytokine signaling, since JAK2-selective inhibitors target IFN-γ signaling, JAK3-selective inhibitors target γc cytokine signaling, and JAK1-selective inhibitors target both cytokine signaling pathways.

To interrogate the role of individual JAKs in AA, we used a panel of JAK-selective inhibitors to treat C3H/HeJ mice with AA. We found that simultaneous IFN-γ and γc cytokine signaling blockade by JAK1-selective inhibitors, as well as inhibition of γc signaling alone with JAK3-selective inhibitors, potently induced hair growth in C3H/HeJ mice with AA. In contrast, JAK2-selective inhibitors failed to restore hair regrowth, indicating that inhibition of IFN-γ alone is not sufficient for treatment of AA in the C3H/HeJ mouse model of AA. Our results establish that γc cytokine signaling pathways are the primary therapeutic targets in AA treatment and that reversal can be achieved with either JAK1 inhibition or JAK3 inhibition.

## Results

### Inhibition of cytokine-dependent signaling by JAK-selective inhibitors.

To investigate the specificity of JAKi on cytokine-dependent STAT phosphorylation in vitro using different primary mouse cell types, first, we stimulated murine splenocytes pretreated with INCB039110 (JAK1i), CEP-33779 (JAK2i), or PF-06651600 (JAK3i) with various cytokines (Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.142205DS1). We tested IL-7 and IL-15, which signal through JAK1/3 and lead to STAT5 tyrosine phosphorylation, and found that INCB039110 and PF-06651600 (but not CEP-33779) robustly inhibited this response (Figure 1, A and B). Next, we used IL-10 to induce STAT3 tyrosine phosphorylation via JAK1/TYK2 and found that it was specifically inhibited by INCB039110 (Figure 1C). In primary mouse macrophages, we observed that only CEP-33779 (but not INCB039110 or PF-06651600) inhibited JAK2-dependent GM-CSF signaling (Figure 1D). IFN-γ signaling through JAK1/2-induced STAT1 tyrosine phosphorylation, which was inhibited by INCB039110 or CEP-33779 (but not by PF-06651600) (Figure 1E). Finally, in mouse HF dermal sheath cells, we found that INCB039110 or CEP-33779 inhibited IFN-γ–induced STAT1 tyrosine phosphorylation (Figure 1F). Together, these data demonstrated that INCB039110, CEP-33779, and PF-06651600 selectively inhibited their respective JAKs in vitro.

### Induction of NKG2D^+^CD8^+^ T cells was blocked by JAK1- or JAK3-selective inhibitor.

We previously showed that cytotoxic NKG2D^+^CD8^+^ T cells are both necessary and sufficient to induce AA and that IL-15 is a critical γc cytokine for NKG2D^+^CD8^+^ T cell induction in AA (4). To investigate the role of JAK signaling in NKG2D^+^CD8^+^ T cell induction, we stimulated naive CD8^+^ T cells with IL-15 in the presence of individual JAKi. IL-15 robustly induced NKG2D^+^CD8^+^ T cells, and both INCB039110 and PF-06651600 abolished this effect (Figure 1G). IL-15 also augmented the cytotoxic function of CD8^+^ T cells by increasing the production of granzymes and perforin. This effect was markedly reduced in CD8^+^ T cells treated with INCB039110 or PF-06651600 compared with CEP-33779 (Figure 1H). Together, these data demonstrate that JAK1- or JAK3-selective inhibitors selectively inhibited γc cytokine signaling.

### Skin infiltrating CD8^+^ T cells were responsive to γc cytokine stimulation.

Our previous RNA-Seq analysis showed that γc cytokines and their receptors, including IL-7Rα (CD127) and IL-15Rβ (CD122), were upregulated in alopecic skin from both human patients and C3H/HeJ mice with AA (4). We examined the expression of CD122 and CD127 in skin infiltrating CD8^+^ T cells at the protein level. We observed similar levels of CD122 or CD127 on CD8^+^ T cells between lymphoid organs and skin (Supplemental Figure 2A). Furthermore, IL-7 and IL-15 induced comparable levels of STAT5 tyrosine phosphorylation in CD8^+^ T cells between lymphoid organs and skin (Supplemental Figure 2B). These data indicate that skin infiltrating CD8^+^ T cells are likely dependent on γc cytokines for their survival and function.

### Systemic treatment with JAK1-selective inhibitor reversed AA.

We previously showed that the JAK1/2 inhibitors ruxolitinib and baricitinib, which block both IFN-γ and γc cytokine signaling, showed therapeutic efficacy in the treatment of AA in humans and mice (4, 14). However, the relative contribution of JAK1 versus JAK2 in the pathogenesis of AA is not clear. To define the role of JAK1 and JAK2 in AA, we took advantage of the next generation of JAK1- and JAK2-selective inhibitors to block JAK1 or JAK2 signaling. C3H/HeJ AA mice were treated systemically with INCB039110 (JAK1i), CEP-33779 (JAK2i), or vehicle for 12 weeks. We observed that the mice treated with JAK1i showed robust hair regrowth compared with vehicle-treated mice, which displayed hair loss (Figure 2, A–C). In contrast, CEP-33779 had no effect in restoring hair regrowth and did not prevent further progressive hair loss in all treated mice (Figure 2, A–C). Similar to the effect of CEP-33779 on AA, 2 additional JAK2i (fedratinib and pacritinib) also failed to reverse the disease (Supplemental Table 1, Supplemental Figure 3, and Supplemental Figure 4). Consistent with hair regrowth, immunohistological analysis of skin revealed that JAK1i-treated mice showed substantially reduced histological markers of the disease (CD8, MHC class I, and MHC class II) (Figure 2D). In contrast, the skin of the JAK2i-treated mice displayed massive CD8^+^ infiltrates and increased expression of MHC class I and MHC class II (Figure 2D and Supplemental Figure 3C), similar to vehicle treated.

We next determined the composition of skin infiltrating immune cells after JAKi treatment. We observed a significantly decreased frequency of CD45^+^ immune cells, CD44^+^CD62L^–^CD8^+^ effector/memory T cells (CD8^+^ T_E/M_), and IFN-γ–producing CD8^+^ T cells, in the skin of JAKi1-treated mice, and to a lesser extent, in the skin of JAK2i-treated mice compared with controls (Figure 2, E and F, and Supplemental Figure 3D). Further, treatment with JAK1i significantly reduced the absolute numbers and frequencies of CD8^+^ T_E/M_, CD8^+^NKG2D^+^ T cells, and IFN-γ–producing CD8^+^ T cells within skin draining lymph nodes (SDLNs) compared with controls and JAK2i-treated mice (Supplemental Figure 5). Since JAK1i inhibits both γc cytokine and IFN-γ signaling, and JAK2i inhibits IFN-γ signaling, these data indicate that inhibition of γc cytokine signaling may be sufficient for reversal of AA.

### Systemic treatment with JAK3-selective inhibitor prevented the onset of AA in C3H/HeJ grafted mice.

We next postulated whether inhibition of γc cytokine signaling alone was sufficient to prevent the onset of AA using JAK3-selective inhibitor. C3H/HeJ skin grafted mice were treated with the JAK3-selective inhibitor PF-06651600 (JAK3i) or vehicle for 4 weeks. The mice were scored for signs of hair loss. As expected, all control mice developed AA by week 7 after skin grafting (Figure 3A). In contrast, the mice that were treated with systemic JAK3i showed no signs of hair loss during the time of observation (Figure 3A). Image analysis of skin revealed that JAK3i-treated mice showed substantially reduced AA-associated skin inflammation, as shown by staining of histological markers of the disease (Figure 3B). Flow cytometric analysis of CD45^+^ subset composition in the skin showed that JAK3i treatment significantly reduced the frequencies of CD8^+^ T_E/M_, as well as NKG2D^+^CD8^+^ T cells, compared with controls (Figure 3, C and D). We previously showed that SDLNs are the primary sites for the development of alopecic T cells (4). Here, we observed that JAK3i significantly reduced the percentages of CD8^+^ T_E/M_ as well as NKG2D^+^CD8^+^ T cells within SDLNs compared with controls (Figure 3, E and F). Taken together, our data demonstrate that the JAK3-selective inhibitor was sufficient to block alopecic T cell proliferation and function and prevented the development of disease.

### Systemic treatment with JAK3-selective inhibitor reversed AA.

We next assessed the requirement for γc cytokines in AA and the potential of JAK3i to regrow hair in AA mice. After 12 weeks of systemic treatment with PF-06651600 (JAK3i), we observed robust hair regrowth in all treated mice compared with control mice, which showed progressive hair loss (Figure 4, A–C). Consistent with hair regrowth, JAK3i-treated mice showed substantially reduced AA-associated skin inflammation (Figure 4D). Flow cytometric analysis of the CD45^+^ subset composition in the skin revealed that JAK3i-treated mice showed a significantly decreased frequency of CD8^+^ T_E/M_, as well as IFN-γ–producing CD8^+^ T cells, compared with control mice (Figure 4, E and F). Further, treatment with JAK3i significantly reduced the absolute numbers and frequencies of CD8^+^ T_E/M_, CD8^+^NKG2D^+^ T cells, as well as IFN-γ–producing CD8^+^ T cells within SDLNs compared with controls (Supplemental Figure 6, A and B). Taken together, these results underscore the critical role of γc cytokine signaling in established disease. We showed that blockade of γc cytokine signaling by JAK3 inhibition alone suppressed alopecic T cell proliferation and function, and decreased their infiltration into the skin, leading to the reversal of AA.

### Molecular responses of C3H/HeJ AA mice treated with JAK-selective inhibitors.

To define the molecular response to JAKi treatment, we performed RNA-Seq analysis on a series of skin biopsies taken before and after systemic treatment with INCB039110, CEP-33779, PF-06651600, ruxolitinib (JAK1/2i), tofacitinib (pan-JAKi), or vehicle control (Supplemental Table 1). 

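The RNA-Seq table holds 24 libraries of skin from C3H/HeJ mice with AA. Of these, 6 were taken before treatment, 1 for each of the 6 cohorts. The other 18 were taken after treatment with vehicle, INCB039110 (JAK1i), CEP-33779 (JAK2i), PF-06651600 (JAK3i), ruxolitinib or tofacitinib, with 3 libraries per group. The paper's methods give systemic doses of 50 mg/kg for JAK1i and JAK2i and 30 mg/kg for JAK3i, ruxolitinib and tofacitinib, so groups differ in dose as well as in inhibitor. The sample labels instead describe a topical formulation of 2% (w/w) and call the vehicle group untreated. The groups are taken here as the paper describes them.
The labels give paired reads of 75 bp, 16000000 to 23000000 per library, and name another HiSeq model than the paper's methods. According to the paper and the labels, RNA was extracted with a column kit, reads were counted per gene on the mouse genome GRCm38 (mm10), with Subread among the tools named, and counts were normalized with DESeq2. The table analysed here holds the raw counts of 27179 genes. The total count per library ranged from 17311913 to 21858670, with a median of 19462756.5. Group medians were 18359565.5 before treatment (17311913 to 21378520), 20730312 after vehicle (20676621 to 21858670), 21028257 after JAK1i (17872294 to 21396223) and 19344562 after JAK2i (17653247 to 19759949). They were 19224551 after JAK3i (18677283 to 19233121), 20160688 after ruxolitinib (19296139 to 21631379) and 19580951 after tofacitinib (18174826 to 20060322).
Groups were compared with the quasi-likelihood test of edgeR in a single fit of all 24 libraries with 7 groups, over the 17770 genes with enough counts. A gene was called when its p-value, adjusted over these genes, was below 0.05. The 6 pretreatment libraries form a single group, because each cohort has only 1. Levels are normalized CPM (counts scaled to library size) with their SD, and fold changes are on the log2 scale with their standard error. Of the gene lists, 34 were written before the data were examined, and 33 of them were tested with camera at a preset correlation between genes and again with the correlation estimated from the data. Lists of clock genes and of basal keratinocyte genes were added later and not tested with camera. Neither the labels nor the paper says that the 3 libraries of a group come from separate mice, so every p-value measures only the spread between these libraries. C3H/HeJ mice carry another MHC haplotype than the reference genome, so the levels of single H2 genes may be too low.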

We previously defined biomarkers and molecular responses in patients with AA treated with ruxolitinib or tofacitinib (13, 15). We performed a differential expression analysis between each pre- and posttreatment cohort pair of INCB039110-, CEP-33779–, and PF-06651600–treated skin RNA-Seq samples and performed unsupervised hierarchical clustering on the overlap of the gene lists from all 3 treatments (Supplemental Table 3). 

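Before treatment, skin of mice with AA held transcripts of CD8+ T cells and of their cytotoxic granules, and these were far lower after JAK1i (INCB039110) and JAK3i (PF-06651600). Cd8a, which encodes a chain of the CD8 coreceptor (Entrez ID 12525, chromosome 6, 71373427 to 71379171), was at 102 ± 23.0 CPM before treatment (SD, n = 6). It was at 0.538 ± 0.451 CPM after JAK1i and 3.39 ± 1.497 CPM after JAK3i (SD, n = 3 each), log2 fold changes of −7.57 (standard error 0.38, adjusted p = 4.73e-12) and −4.91 (standard error 0.30, adjusted p = 7.13e-11) by edgeR. After JAK2i (CEP-33779) Cd8a was at 105 ± 13.4 CPM (SD, n = 3), with a 95% interval of the log2 fold change of −0.42 to 0.50. Gzmb, which encodes granzyme B, a protease with which cytotoxic cells kill their targets (Entrez ID 14939, chromosome 14, 56258836 to 56262334), changed by −7.97 ± 0.37 after JAK1i and by −5.87 ± 0.30 after JAK3i (log2 fold change ± standard error), from 65.7 ± 20.7 CPM before treatment (SD, n = 6).
All 20 T cell markers fell after JAK1i, with a median log2 fold change of −3.08, and the count was the same when adjusted over the list alone. After JAK3i, 18 of them fell, again with the same count over the list alone, while Cd4 and Cd28, a coreceptor and a costimulatory receptor, rose. Camera called the list lower after both, and the call after JAK3i was lost (adjusted p = 0.0461 for JAK1i and adjusted p = 0.158 for JAK3i with an estimated correlation). Of 21 cytotoxic and tissue-resident effector genes, 21 fell after JAK1i and 19 after JAK3i, with the same counts over the list alone. Of 30 genes that respond to IFN-γ, 30 fell after JAK1i and 29 after JAK3i, with medians of −2.86 and −2.71 (adjusted p = 0.0148 and 0.0293 with an estimated correlation). Among them, Cxcl10, which encodes an attractant of T cells, changed by −5.65 ± 0.19 after JAK1i and by −5.66 ± 0.19 after JAK3i. Cd4 was at 8.02 ± 0.869 CPM before treatment (SD, n = 6) and changed by 3.67 ± 0.12 after JAK3i. Along with these groups, 15 of 16 skeletal muscle genes rose after JAK1i and 15 after JAK3i, with medians of 3.58 and 2.20 (adjusted p = 0.284 and 0.379 with an estimated correlation).
In all, 12323 genes changed between pretreatment and JAK1i (5529 higher, 6794 lower) and 12325 between pretreatment and JAK3i (6105 higher, 6220 lower). The excess of lower genes after JAK1i depends on the method, with 6058 higher and 6292 lower by DESeq2. After JAK2i edgeR called 0 genes, with 246 at an unadjusted p below 0.05, where 5% of the genes tested is 888.5. DESeq2 called 1, Rpl32l, a gene named only after its value was seen. Of the genes tested after JAK2i, 15541 (87.5%) had a 95% interval within a log2 fold change of 1 of pretreatment. The JAK1i and JAK3i lists shared 9738 genes, of which 9018 moved in a single direction (4146 higher, 4872 lower). Independent lists of these lengths would share 4277.6 in a single direction, and a shared pretreatment group raises the overlap by itself. The lists of all 3 selective inhibitors shared 0 genes, because the JAK2i list by edgeR was empty.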

The CEP-33779 treatment elicited no significant change in differential expression at appropriate statistical thresholds compared with INCB039110-, PF-06651600–, ruxolitinib-, or tofacitinib-treated mice. 

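Skin treated with JAK2i (CEP-33779) had interferon-induced, cytotoxic and T cell transcripts at levels that the test did not separate from vehicle-treated skin. Cxcl9, which encodes an IFN-γ-induced attractant of T cells (Entrez ID 17329, chromosome 5, 92321331 to 92328079), was at 549.6 ± 18.4 CPM after JAK2i and 544 ± 36.8 CPM after vehicle (SD, n = 3 each), and the 95% interval of its log2 fold change was −0.41 to 0.44. The intervals were −0.70 to 0.24 for Gzmb and −0.54 to 0.50 for Cd8b1, a chain of the CD8 coreceptor. Jak2 itself was at 128 ± 5.21 CPM after JAK2i (SD, n = 3), with an interval of −0.19 to 0.28. Compared directly with JAK2i, Cxcl9 was lower after JAK1i (INCB039110), with a log2 fold change of −6.50 (standard error 0.27, adjusted p = 4.58e-13), and after JAK3i (PF-06651600), with −5.43 (standard error 0.25, adjusted p = 3.8e-12), by edgeR.
Across the transcriptome, edgeR called 0 genes between JAK2i and vehicle, with 213 at an unadjusted p below 0.05, and DESeq2 called 0. The count of 213 lies below 888.5, which is 5% of the genes tested. It is thus no sign of change, and the test may be strict for these groups. The 95% interval lay within a log2 fold change of 1 for 14613 genes (82.2%), so smaller changes in these genes and larger ones in the rest are not excluded. In simulated counts with the depth of these libraries and the spread of the whole fit, edgeR found 70% of genes changed by a log2 fold change of 1 and 97% of those changed by 2. The changed genes were drawn from those with a mean CPM of at least 1, so these shares do not cover genes at lower levels. Vehicle and pretreatment skin also gave 0 genes by edgeR, with 232 at an unadjusted p below 0.05, again below 888.5, and 0 by DESeq2. By contrast, 11406 genes differed between JAK1i and JAK2i (5121 higher and 6285 lower after JAK1i) and 11389 between JAK3i and JAK2i (5621 higher and 5768 lower after JAK3i). The excess of lower genes after JAK1i depends on the method, with 5639 higher and 5840 lower by DESeq2. Ruxolitinib and tofacitinib were compared with vehicle and not with JAK2i directly.
No gene list had a member called between JAK2i and vehicle. The 11 cytokine receptor genes whose products signal through JAK2, Jak2 included, had a median log2 fold change of 0.04. Small shifts upward were called by camera in 7 lists, and none of the calls was kept with an estimated correlation. They were fibroblast, neutrophil, mast cell, regulatory T cell, B cell, macrophage and adipocyte genes, with medians of 0.36, 0.72, 0.40, 0.19, 0.27, 0.17 and 0.14 in this order. At the preset correlation the adjusted p-values were 0.000206, 0.000421, 0.000795, 0.00274, 0.0126, 0.0475 and 0.0475. With an estimated correlation they were 0.889, 0.166, 0.889, 0.166, 0.889, 0.993 and 0.993.

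**Figure D1:**
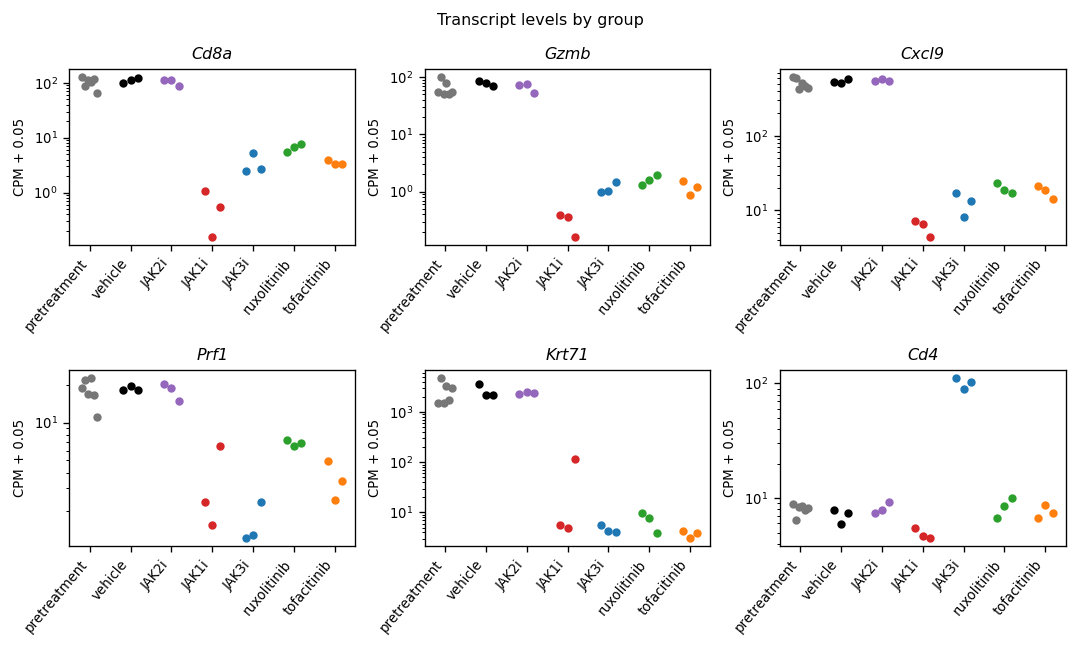
CPM (log axis, with 0.05 added) of Cd8a, Gzmb, Cxcl9, Prf1, Krt71 and Cd4 in each library of the 7 groups, with a point for each library. The JAK2i points overlap those of vehicle and pretreatment in all 6 genes, whereas Gzmb falls from 78.4 ± 7.06 CPM after vehicle to 0.254 ± 0.124 CPM after JAK1i (SD, n = 3 each).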

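Genes induced by interferon, genes of T cells and of their cytotoxic products, and genes that build the hair shaft were lower than in vehicle-treated skin after JAK1i (INCB039110), JAK3i (PF-06651600), ruxolitinib and tofacitinib, and adipocyte genes were higher after all 4. Cxcl10, which encodes a T cell attractant (Entrez ID 15945, chromosome 5, 92346638 to 92348889), changed by −5.71 ± 0.20, −5.73 ± 0.20, −4.55 ± 0.18 and −4.84 ± 0.19 in this order (log2 fold change ± standard error, n = 3 per group; largest adjusted p = 8.9e-13, edgeR). Gzmb, which encodes granzyme B, changed by −8.22 ± 0.38, −6.13 ± 0.31, −5.64 ± 0.30 and −6.07 ± 0.31 (largest adjusted p = 4.02e-11, edgeR).
Of 30 genes that respond to IFN-γ, 30, 29, 30 and 29 fell after the 4 treatments in the order above, with medians of −2.85, −2.71, −2.34 and −1.75 (adjusted p = 0.00916, 0.0237, 0.00893 and 0.0158 with an estimated correlation). Of 25 genes that respond to type I interferon, 25, 22, 24 and 24 fell, with medians of −3.04, −2.01, −2.14 and −2.07, and camera's call after JAK3i was lost (adjusted p = 0.0125, 0.0504, 0.00893 and 0.0158 with an estimated correlation). Isg15, which encodes an interferon-induced ubiquitin-like protein, changed by −4.70 ± 0.22, −4.22 ± 0.21, −3.46 ± 0.20 and −3.20 ± 0.20. Of 11 MHC class I genes, which present peptides to CD8+ T cells, 11, 10, 11 and 11 fell, with medians of −1.55, −0.96, −0.86 and −0.84, and camera's call held only after JAK1i (adjusted p = 0.0125, 0.151, 0.0734 and 0.0934 with an estimated correlation). Of 9 MHC class II genes, 8, 9, 1 and 0 fell, with medians of −2.23, −1.57, −0.45 and −0.50, and no call was kept (adjusted p = 0.361, 0.573, 0.847 and 0.82 with an estimated correlation). The fall after JAK1i came mostly from replicates 1 and 2, at a mean log2 CPM of 3.61 and 3.646, against 5.9 in replicate 3 and 6.767 to 7.041 after vehicle.
Of 20 T cell markers, 20, 18, 17 and 19 fell, with medians of −3.15, −3.03, −1.44 and −2.16 (adjusted p = 0.0307, 0.132, 0.136 and 0.0461 with an estimated correlation, so that the calls after JAK3i and ruxolitinib were lost). Zap70, a kinase of T cell receptor signaling, changed by −2.82 ± 0.19, −2.51 ± 0.18, −1.69 ± 0.17 and −2.53 ± 0.18. Of 21 cytotoxic and tissue-resident effector genes, 21, 19, 20 and 21 fell, with medians of −4.21, −3.24, −1.89 and −2.59 (adjusted p = 0.00489, 0.0237, 0.00893 and 0.0088 with an estimated correlation). In JAK1i this median is −3.996 when Gzmk, which had no counts after JAK1i, enters as a bound of at least 5.56-fold. Of 12 cytokines and receptors of the common γ chain family, 12, 7, 8 and 8 fell, Il2rg among them by −2.29 ± 0.13, −1.96 ± 0.13, −1.36 ± 0.12 and −1.32 ± 0.12, and camera's call held only after JAK1i (adjusted p = 0.0125, 0.138, 0.132 and 0.0775 with an estimated correlation). Of 12 STAT5 target genes, 10, 10, 7 and 10 fell, Socs1 among them by −2.66 ± 0.20, −2.46 ± 0.20, −1.38 ± 0.19 and −1.95 ± 0.19, and no call was kept (adjusted p = 0.334, 0.212, 0.384 and 0.22 with an estimated correlation). Adjusted over each list alone, the counts in these immune lists were the same, apart from 1 STAT5 target that rose and 0 MHC class II genes that fell after ruxolitinib.
All 14 hair shaft keratins, all 9 inner root sheath genes and all 54 keratin-associated protein genes fell after all 4. The medians were −5.24, −8.14, −7.06 and −8.67 for the hair shaft, −5.82, −8.62, −7.93 and −9.12 for the inner root sheath and −5.77, −8.89, −6.83 and −9.19 for the keratin-associated proteins. Replicate 3 makes the JAK1i medians smaller, with the hair shaft at a mean log2 CPM of 2.456, against −0.415 and −0.75 in JAK1i replicates 1 and 2 and −0.728 to −1.624 after JAK3i. Genes with no counts in a group enter the last medians as fitted values, and as bounds they give −5.76, −8.81, −6.83 and −9.09. Camera called all 3 lists lower, and no call was kept (the smallest adjusted p = 0.138 with an estimated correlation, the inner root sheath after ruxolitinib). Krt35 (Entrez ID 53617, chromosome 11, 100092192 to 100096224) changed by −5.15 ± 0.63, −7.49 ± 0.75, −6.91 ± 0.70 and −7.84 ± 0.77. Krt71 was at 2637 ± 828 CPM after vehicle and 42.5 ± 64.7 CPM after JAK1i (SD, n = 3 each), a mean that JAK1i replicate 3 decides. Of 16 hair matrix and anagen genes, 13, 13, 14 and 14 fell, among them Padi3, an enzyme of hair shaft formation, by −5.86 ± 0.65, −7.28 ± 0.72, −8.23 ± 0.77 and −8.99 ± 0.83 (−7.88 after JAK1i without replicate 3), whereas Bmp4 and Lhx2 rose after JAK1i and ruxolitinib, and no camera call was kept (adjusted p = 0.472, 0.265, 0.36 and 0.29 with an estimated correlation). Of 20 cell cycle genes, 19, 17, 20 and 19 fell, with medians of −1.15, −1.35, −1.24 and −1.07, and no camera call was kept (adjusted p = 0.361, 0.265, 0.212 and 0.319 with an estimated correlation). Of 10 activated keratinocyte genes, 9, 10, 9 and 9 fell, among them Krt17 by −2.74 ± 0.29, −4.51 ± 0.32, −2.31 ± 0.29 and −2.07 ± 0.28, and no camera call was kept (adjusted p = 0.345, 0.228, 0.212 and 0.224 with an estimated correlation). Adjusted over the list alone, 18 cell cycle genes fell after JAK3i and all 10 activated keratinocyte genes after each treatment.
All 12 adipocyte genes rose after all 4, with medians of 2.02, 3.03, 2.42 and 2.73, and camera's call after JAK1i was lost (adjusted p = 0.133, 0.0318, 0.0234 and 0.0207 with an estimated correlation). Cfd, which encodes the adipocyte protease adipsin, changed by 2.16 ± 0.20, 3.70 ± 0.21, 2.72 ± 0.20 and 3.09 ± 0.20. Of 16 skeletal muscle genes, 16, 15, 15 and 14 rose, with medians of 3.53, 2.15, 1.89 and 1.94, and no camera call was kept (adjusted p = 0.345, 0.434, 0.384 and 0.469 with an estimated correlation). These muscle genes made up 0.98% of all counts after vehicle (0.84% to 1.11%), 9.36% after JAK1i (5.33% to 11.98%), 4.31% after JAK3i (3.85% to 5.08%), 3.46% after ruxolitinib (3.35% to 3.59%) and 3.47% after tofacitinib (2.16% to 5.39%). The 4 treatments thus differ from vehicle in muscle RNA as well as in most gene groups above. Between the 4, some sizes go with that share and others do not. The median falls of T cell, MHC class I and MHC class II genes were largest after JAK1i, where the share was highest. Few MHC class II genes fell after ruxolitinib and tofacitinib, where the share was lower. Adipocyte genes, by contrast, rose least after JAK1i. Hair keratin genes also fell least after JAK1i, but largely through replicate 3, the JAK1i library with the lowest muscle share (5.33%). That share was 1.02% after JAK2i (0.74% to 1.16%) and 0.99% before treatment (0.39% to 1.37%).
In all, 5972 genes were called against vehicle after all 4 treatments, of which 5812 moved in a single direction (2577 higher, 3235 lower) and 160 in mixed directions. The 4 comparisons share the vehicle libraries, which by itself makes their lists alike.

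**Figure D2:**
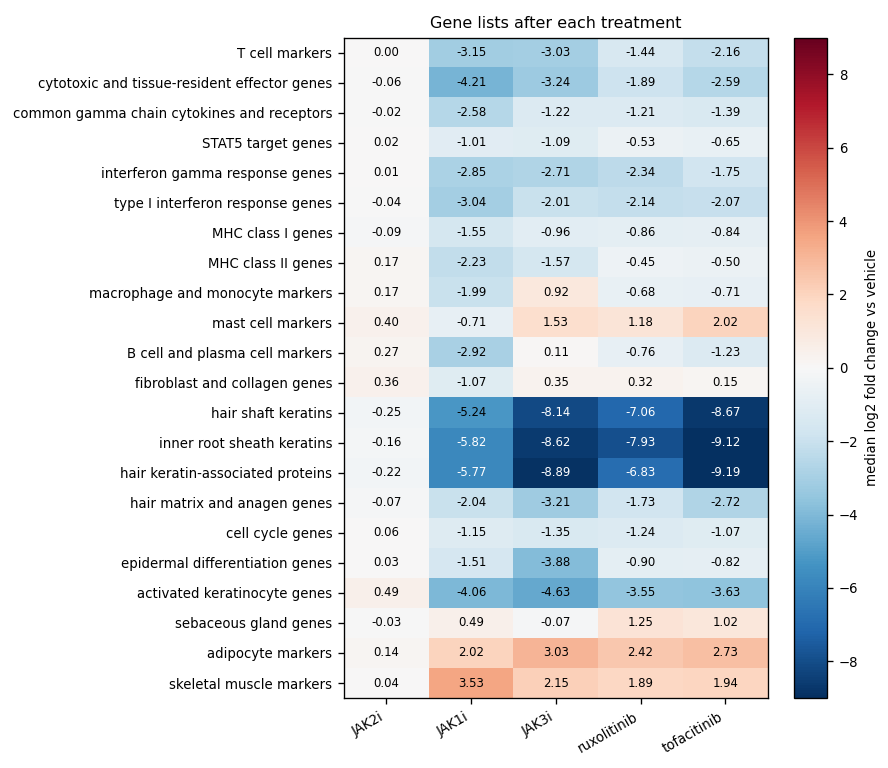
Median log2 fold change against vehicle (color, blue lower and red higher) of 22 gene lists in rows for the 5 treatments in columns. The JAK2i column stays near 0, whereas the other 4 columns share low hair and interferon lists and high adipocyte and muscle lists.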

Molecular responses were overall consistent across all treatments that resulted in responses (Supplemental Figure 7A). 

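The largest rises after JAK3i (PF-06651600) included Atp6v0d2, a subunit of the vacuolar proton pump (Entrez ID 242341, chromosome 4, 19876838 to 19922566), which was at 4.06 ± 0.253 CPM after vehicle and 280.2 ± 102 CPM after JAK3i (SD, n = 3 each). Its log2 fold change was 6.11 (standard error 0.30, adjusted p = 9.59e-12) by edgeR. Myoc, Tceal7 and Cyp2e1 rose by 4.90 ± 0.62, 4.85 ± 0.64 and 4.72 ± 0.42 after JAK3i (log2 fold change ± standard error). The largest falls after JAK3i were keratin-associated protein genes, such as Krtap2-4 by −10.46 ± 1.30 (−13.13 without JAK3i replicate 1) and Krtap6-1 by −9.74 ± 1.22. After JAK1i (INCB039110) the largest rises included Mylk4, Wfdc3 and Dbp by 5.43 ± 0.60, 4.74 ± 0.27 and 4.44 ± 0.46. The largest falls after JAK1i included Cd8b1, a chain of the CD8 coreceptor, by −7.81 ± 0.44, the epidermal protease gene Klk6 by −7.78 ± 0.45 (−8.92 without JAK1i replicate 3) and the acute-phase gene Saa3 by −7.76 ± 0.94.
Against vehicle, edgeR called 11403 genes after JAK1i at 50 mg/kg (5114 higher, 6289 lower) and 11510 after JAK3i at 30 mg/kg (5634 higher, 5876 lower). The excess of lower genes after JAK1i depends on the scaling and the filter, with 5600 higher and 5805 lower under RLE scaling and 5698 and 5620 without the low count filter. EdgeR called 9042 after ruxolitinib (4200 higher, 4842 lower) and 9407 after tofacitinib (4401 higher, 5006 lower), both at 30 mg/kg, and none after JAK2i at 50 mg/kg. The median absolute log2 fold change over the 15085 genes called in any treatment was 0.676 after JAK1i, 0.672 after JAK3i, 0.470 after ruxolitinib, 0.499 after tofacitinib and 0.078 after JAK2i. Genes called and changed over 16-fold numbered 541 after JAK1i, 519 after JAK3i, 303 after ruxolitinib and 330 after tofacitinib. In the 26 settings against vehicle that keep 3 libraries in both groups, JAK3i gave more called genes than JAK1i in 26, but without JAK1i replicate 3 it gave fewer (12375 against 12543). Over the genes called after JAK1i or JAK3i, its median was larger in 0 of 24 such settings, with 0.723 against 0.727 when all libraries were used. Against pretreatment edgeR called 12325 genes after JAK3i and 12323 after JAK1i, whereas DESeq2 called 12322 and 12350, the other order. Over the genes called in any treatment against vehicle, leaving out a library moved the JAK1i median over 0.632 to 0.773 and the JAK3i median over 0.666 to 0.729.
Compared directly, 7618 genes differed between JAK3i and JAK1i (3731 higher and 3887 lower after JAK3i), and 2405 (1554 and 851) when these 2 groups alone were fitted. The balance of directions depends on the method, with 3404 higher and 5067 lower by DESeq2 and 3308 and 4886 under RLE scaling. Of 14 macrophage and monocyte markers, 13 were higher after JAK3i, with a median log2 difference of 2.78 (adjusted p = 0.238 with an estimated correlation). JAK1i replicate 3 makes this difference smaller, at a mean log2 CPM of 4.644, against 2.76 and 2.779 in replicates 1 and 2 and 6.217 to 6.453 after JAK3i. Cd68, which encodes a lysosomal protein of macrophages (Entrez ID 12514, chromosome 11, 69664213 to 69666170), was at 499 ± 124 CPM after JAK3i, 19.2 ± 10.8 after JAK1i and 49.9 ± 4.31 after vehicle (SD, n = 3 each). All 8 mast cell markers were higher after JAK3i (median 2.34; adjusted p = 0.238 with an estimated correlation), Tpsb2, a mast cell tryptase, by 3.12 ± 0.24. Of 11 B cell and plasma cell markers, 8 were higher (9 adjusted over the list alone; median 2.27; adjusted p = 0.238 with an estimated correlation), Cd22 by 5.25 ± 0.28. Cd4, the coreceptor of helper T cells (Entrez ID 12504, chromosome 6, 124864693 to 124888247), was at 102 ± 10.8 CPM after JAK3i and 4.83 ± 0.568 after JAK1i (SD, n = 3 each), a log2 difference of 4.40 (standard error 0.16, adjusted p = 6.87e-13) by edgeR. T cell markers as a list lay below vehicle after JAK3i (mean log2 CPM 1.14 to 1.433, vehicle 3.522 to 3.844). Cd4 alone is thus not read here as a measure of helper T cells. Il7r, a receptor of the common γ chain family, was higher after JAK3i by 3.74 (standard error 0.42, adjusted p = 7.62e-07) by edgeR. Type I interferon genes were less lowered by JAK3i, with 19 of 25 higher than after JAK1i (21 adjusted over the list alone; median 1.13; adjusted p = 0.357 with an estimated correlation). Fibroblast genes were higher in 8 of 12 (12 adjusted over the list alone; adjusted p = 0.498 with an estimated correlation), a difference of JAK1i replicates 1 and 2 (mean log2 CPM 5.692 and 5.719), as replicate 3 (7.879) lay close to JAK3i (8.08 to 8.292). Cytokine receptors that signal through JAK2 were higher in 6 and lower in 2 of 11 (adjusted p = 0.238 with an estimated correlation), Csf2rb among the higher by 1.55 ± 0.19. Epidermal differentiation genes were lower after JAK3i in 7 of 10 (8 adjusted over the list alone; adjusted p = 0.357 with an estimated correlation), Flg2 by −4.35 ± 0.76, a call lost when these 2 groups alone were fitted, and by −1.63 without JAK1i replicate 3. The list was at a mean log2 CPM of 9.883 in that library, against 7.747 and 7.85 in JAK1i replicates 1 and 2 and 6.931 to 7.2 after JAK3i, so part of the difference rests on it. Of 16 skeletal muscle genes, 12 were lower after JAK3i, with a median of −1.41 (adjusted p = 0.581 with an estimated correlation), so the groups above differ along with the share of muscle RNA. Doses differ between these 2 groups, and no difference between lists was kept with an estimated correlation.

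**Figure D3:**
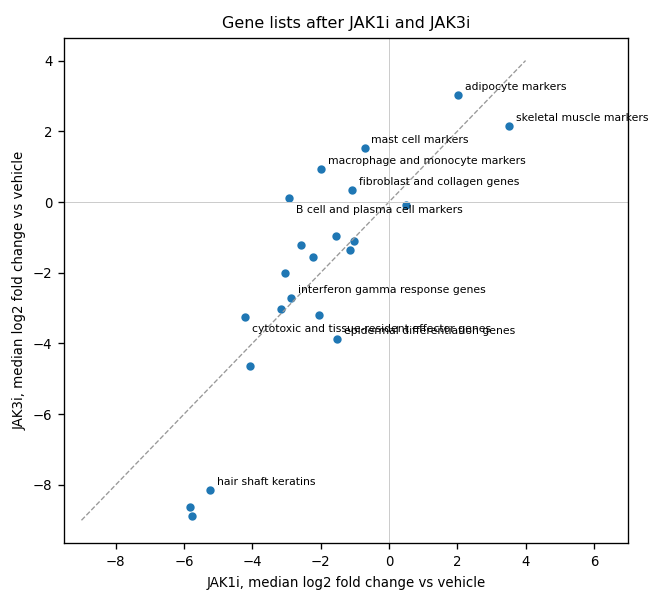
Median log2 fold change against vehicle of each gene list after JAK1i (horizontal) and JAK3i (vertical), with a point per list and a dashed line where both are equal. Macrophage, mast cell and B cell lists lie above the line, whereas hair keratin lists lie below it, largely through JAK1i replicate 3.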

Notably, PF-06651600 treatment elicited the most robust molecular response in terms of both the number of genes modulated (number of inversions in the heatmap), as well as the degree to which they were differentially expressed (overall intensity of color in the heatmap) (Supplemental Figure 7A). Concordantly, Alopecia Areata Disease Activity Index (ALADIN) scores and gene expression profiles correlated with responses with treatment with INCB039110 and PF-06651600, as well as tofacitinib or ruxolitinib (Supplemental Figure 7B).

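Scores from the ALADIN transcripts, interferon and hair keratin genes alike, were lower after JAK1i (INCB039110), JAK3i (PF-06651600), ruxolitinib and tofacitinib than after vehicle, and stayed near the vehicle level after JAK2i (CEP-33779). A score of the 5 genes that the authors scaled in their deposited table was 0.919 ± 0.037 after vehicle, −1.263 ± 0.214 after JAK1i and −1.218 ± 0.050 after JAK3i (mean z score ± SD, n = 3 each). It was −0.540 ± 0.034 after ruxolitinib, −0.623 ± 0.164 after tofacitinib, 0.928 ± 0.028 after JAK2i (SD, n = 3 each) and 0.898 ± 0.098 before treatment (SD, n = 6). Cxcl11, which encodes an IFN-γ-induced attractant of T cells, was at 109 ± 9.73 CPM after vehicle, 0.857 ± 0.16 after JAK1i and 1.10 ± 0.128 after JAK3i (SD, n = 3 each). Prf1, which encodes perforin, was at 18.5 ± 0.828 CPM after vehicle, 3.42 ± 2.70 after JAK1i and 1.56 ± 0.63 after JAK3i (SD, n = 3 each).
Scores were the mean over member genes of log2 CPM, each scaled to mean 0 and SD 1 over all 24 libraries, and groups were compared by exact permutation of the library labels. Against vehicle, each of the 4 treatments gave an exact p = 0.1, the smallest that 3 libraries against 3 allow (adjusted p = 0.138 over 33 tests). Against pretreatment each of the 4 gave an exact p = 0.0119, the smallest for 3 against 6 (adjusted p = 0.0327). JAK2i gave an exact p = 0.9 against vehicle and 0.607 against pretreatment.
An interferon score of 5 genes was 0.971 ± 0.012 after vehicle, −1.275 ± 0.117 after JAK1i, −1.037 ± 0.144 after JAK3i, −0.761 ± 0.091 after ruxolitinib and −0.744 ± 0.057 after tofacitinib (SD, n = 3 each). It was 0.965 ± 0.021 after JAK2i (exact p = 0.6 against vehicle; SD, n = 3) and 0.940 ± 0.065 before treatment (SD, n = 6). A hair keratin score (Dsg4, Hoxc13, Krt31, Krt32, Krt33b, Krt82, Pkp1 and Pkp2) was 0.905 ± 0.212 after vehicle, 0.762 ± 0.053 after JAK2i, −0.528 ± 0.492 after JAK1i, −1.121 ± 0.326 after JAK3i, −0.641 ± 0.173 after ruxolitinib and −0.894 ± 0.065 after tofacitinib (SD, n = 3 each). It was 0.758 ± 0.348 before treatment (SD, n = 6), and JAK1i replicate 3, at 0.035, decides the JAK1i mean. The hair keratin score thus fell after JAK1i and JAK3i, where the paper reports hair regrowth, and its fall is not read here as a response. Krt31, a keratin of the hair shaft, was at 161 ± 81.1 CPM after vehicle, 0.464 ± 0.00957 after JAK3i and 128 ± 15.2 after JAK2i (SD, n = 3 each). The member genes of these 2 scores were written down from memory of the published index, because the paper does not list them. Of the 24 columns in the deposited score table, 18 match the count library of the same name, and 6, all among the 9 columns of selective inhibitors, match another. Which of the 2 headers is right is not given in the sources used here, and all scores and all group assignments rest on the header of the count table. Under it the lowest correlation within JAK3i was 0.875 over the 500 most variable genes, whereas under the other header each selective inhibitor would hold 1 JAK1i, 1 JAK2i and 1 JAK3i library of the count table, and JAK2i and JAK3i libraries correlate at −0.448 on average. The paper reports that JAK2i-treated skin clustered with pretreatment skin and controls. Groups mixed in this way would not do so, which argues against the other header. The lowest share of muscle transcripts among the 12 libraries with low interferon scores was 2.16%, and the highest among the other 12 was 1.37%.

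**Figure D4:**
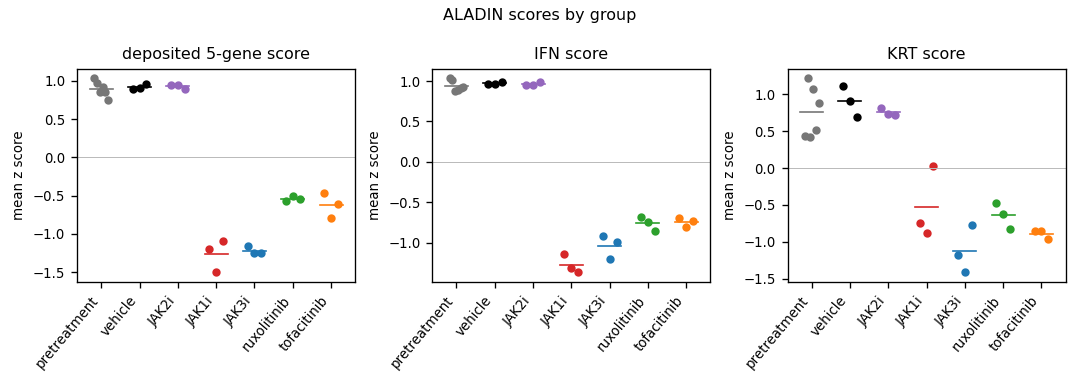
Score (mean z) of the 5 deposited genes, the interferon genes and the hair keratin genes in each library, by group, with a point for each library and a line at each group mean. Pretreatment, vehicle and JAK2i libraries lie above 0 in all 3 scores, and JAK3i, ruxolitinib and tofacitinib libraries below 0.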

### Topical JAK1- or JAK3-selective inhibitor treatment restores hair growth in AA mice.

Compared with systemic therapy, topical formulations may offer decreased risk for adverse effects, including serious infections. Topical therapies are an option for treatment of skin inflammatory diseases, including AA, and we previously showed that topical administration of ruxolitinib and tofacitinib effectively reversed AA in C3H/HeJ AA mice (4). We next investigated the effect of topical application of the individual JAK1-, JAK2-, and JAK3-selective inhibitors in AA mice. Consistent with the results of systemic administration, INCB039110 and PF-06651600 robustly restored hair regrowth as early as 6 weeks of daily topical application (Figure 5, A and B). In contrast, treatment with JAK2i (CEP) for as long as 12 weeks had minimal effect on hair regrowth. Immunofluorescence analysis showed that skin from INCB039110- and PF-06651600–treated mice had substantially reduced AA-associated CD8^+^ infiltrates and markers of inflammation compared with JAK2i-treated mice and vehicle controls (Figure 5C). Flow cytometric analysis of skin infiltrating immune cells showed that both INCB039110 and PF-06651600 markedly reduced the frequencies of CD45^+^ infiltrates in the skin, as well as CD8^+^ T effectors (Figure 5D and Supplemental Figure 8). Similarly, topical application of 2 additional JAK2i, fedratinib and pacritinib, showed no significant effect on hair regrowth (Supplemental Figure 9).

To further investigate whether these results were specific to this particular set of JAKi or could be replicated using other JAK-selective inhibitors, we treated additional groups of mice with topical application of an independent set of compounds including GLPG0634 (JAK1i), AZD-1480 (JAK2i), and VX-509 (JAK3i) (Supplemental Table 1). Both GLPG0634 and VX-509 robustly restored hair growth in AA mice, whereas AZD-1480 failed to reverse AA (Supplemental Figure 10), consistent with our findings with the 3 other JAK2i (Figure 5 and Supplemental Figure 9). Our results support the finding that JAK2 inhibition is dispensable for effective treatment of AA.

To exclude the possibility of systemic effects by topical JAKi treatment, we measured the number of CD8^+^ T effector cells in SDLNs. We found that numbers and frequencies of total CD8^+^ T cells, CD8^+^NKG2D^+^ T cells, and CD8^+^ T_E/M_ cells within the SDLNs were not significantly changed by any of the JAK-selective inhibitors compared with control mice (Supplemental Figure 11), suggesting that systemic absorption of topically applied JAK inhibitors was minimal.

## Discussion

This study was designed to interrogate the relative contribution of the γc pathway and IFN-γ pathway in the pathogenesis of AA, using selective JAKi. JAK/STAT signaling plays a critical role in immune system regulation; thus, pharmacological targeting of this pathway has shown promise in the treatment of various immune disorders, including AA (3, 9, 19). Although we previously demonstrated the efficacy of the JAK1/2 inhibitor ruxolitinib and the pan-JAK inhibitor tofacitinib in AA treatment in both C3H/HeJ mice and human patients (4, 13–15), no studies to date have examined the role of selectively inhibiting individual JAKs in the treatment of AA.

Here, we administered a wide range of selective JAKi both systemically and topically in C3H/HeJ AA mice to block individual JAKs and their respective downstream signaling pathways. Our results uncovered a key role of JAK1 and JAK3 signaling in AA, since the inhibition of either pathway by a selective JAK inhibitor was sufficient for disease reversal. Indeed, in vivo exposure to INCB039110, a selective JAK1 inhibitor, or PF-06651600, a selective JAK3 inhibitor, affected a variety of immune processes relevant to both the onset and progression of AA, including the proliferation and activation of alopecic T cells in SDLNs, the secretion of proinflammatory cytokines by skin-infiltrating mononuclear cells, and cytotoxic CD8^+^ T cell–mediated tissue destruction.

The importance of JAK1 and JAK3 signaling in AA pathogenesis is consistent with the central role of γc cytokine signaling in the regulation of lymphocyte development, homeostasis, and function via receptors that contain a unique γc cytokine receptor subunit (8, 9). The γc receptor subunit associates with JAK3 and functions together with JAK1 to phosphorylate and activate STATs for downstream signaling. Previous studies suggested that JAK1 may predominate over JAK3 in the transduction of γc cytokine signaling (20) and that the use of selective JAK3 inhibitors alone might not produce a sufficient immunosuppressive effect to achieve efficacy in the treatment of inflammatory diseases. However, more recent studies showed that JAK1 and JAK3 play equal, albeit nonredundant, roles in propagating γc receptor signaling (22–24). Using a covalent JAK3 inhibitor, it was recently shown that JAK3 is essential for a biphasic pattern of IL-2–induced STAT5 phosphorylation in T cells in vitro (22), raising the possibility that selectively targeting JAK3 may be equally effective as targeting JAK1 for inhibiting γc cytokine signaling (24, 25). Furthermore, the selective JAK3 inhibitor PF-06651600 demonstrated in vivo treatment efficacy in rodent models of adjuvant-induced arthritis and experimental autoimmune encephalomyelitis (21), 2 T cell–mediated inflammatory disorders. In another study, both the covalent JAK3 inhibitor Compound 2, as well as VX-509, a reversible JAK3 inhibitor, achieved partial efficacy in a rat model of collagen-induced arthritis (25, 26), in which T cells are critical to the induction phase of the disease but play a less substantial role in its chronic phase. Taken together, our studies support the hypothesis that inhibiting JAK1 alone or JAK3 alone is sufficient in attenuating γc receptor signaling and reversing AA.

PF-06651600 is an irreversible JAK3-selective covalent inhibitor that potently inhibits JAK3 signaling, but without activity against JAK1, JAK2, and TYK2 (21). This selectivity is achieved via covalent binding to a unique cysteine residue (Cys909) in the catalytic domain of JAK3, which is not present in JAK1, JAK2, or TYK2 (21). Tofacitinib was originally considered a JAK3-selective inhibitor; however, it was later shown that many effects of tofacitinib can be achieved by blockade of JAK3-independent cytokines (27). The efficacy of PF-06651600 in the C3H/HeJ AA mouse model reinforces the notion that γc cytokine signaling inhibition plays a crucial role in reducing disease-related inflammation in AA. Although both JAK1 and JAK3 participate in signaling through γc-containing receptors, unlike JAK1 (which is broadly expressed in many tissues), JAK3 expression is largely restricted to lymphocytes (24, 25).

Both proinflammatory cytokines (such as IFN-γ, IL-6, and γc cytokines) as well as antiinflammatory cytokines (such as IL-10) signal through JAK1. IL-10 has been shown to play a regulatory role in AA (28); however, IL-10–knockout C3H/HeJ mice were relatively resistant to the induction of AA (29). Although the role of IL-10 in AA has yet to be defined, selective JAK3 inhibition would bypass the potential suppression of IL-10 and other antiinflammatory cytokines by JAK1 inhibition, leading to effective disease reversal. Nonetheless, the therapeutic effects of JAK1 inhibition by INCB039110, despite its potential actions on IL-10, suggest that JAK1 and JAK3 may play nonredundant roles in γc receptor signaling and AA pathogenesis. In line with this idea, our gene expression analysis of AA mice before and after treatment with JAKi showed overall consistent responses across all treatment conditions that led to disease reversal, including INCB039110 and PF-00651600.

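Wfdc3, Fgf18, Slc26a7, Scd3, Thrsp and Ces1f, among the genes with the largest rises after ruxolitinib or tofacitinib, also rose after JAK1i (INCB039110) and JAK3i (PF-06651600). Fgf18, a growth factor expressed in resting hair follicles (Entrez ID 14172, chromosome 11, 33116970 to 33147400), changed by 4.30 ± 0.37, 3.63 ± 0.37, 3.96 ± 0.37 and 4.20 ± 0.37 after JAK1i, JAK3i, ruxolitinib and tofacitinib (log2 fold change ± standard error, n = 3 per group; largest adjusted p = 5.9e-08, edgeR). Wfdc3 was at 0.82 ± 0.0646 CPM after vehicle, 22.0 ± 5.77 after JAK1i, 9.21 ± 2.61 after JAK3i, 20.6 ± 1.73 after ruxolitinib and 17.3 ± 2.02 after tofacitinib (SD, n = 3 each). The largest rises also included Slc26a7, an anion transporter, and Scd3, a sebaceous lipid desaturase, by 4.85 ± 0.38 and 4.26 ± 0.42 after ruxolitinib, and Thrsp, a regulator of lipid synthesis, and Ces1f, a carboxylesterase, by 5.15 ± 0.62 and 4.35 ± 0.33 after tofacitinib. The largest falls were in Lyg2 by −9.80 ± 1.12 after ruxolitinib and in hair genes such as Krt86 by −10.58 ± 1.32 after tofacitinib, where Krtap5-5 had no counts and fell at least 617-fold.
JAK1i and JAK3i raised 3752 genes together and lowered 4527 together, where independent lists would share 1621.4 and 2079.6, and 544 genes moved in opposite directions. Ruxolitinib and tofacitinib raised 3580 and lowered 4270 together, where independent lists would share 1040.2 and 1364, and 1 gene moved in opposite directions. No gene was called after JAK2i (CEP-33779), so no treatment could share a called gene with it. Of the genes named in the paper, Jak2 fell after all 4 by −0.71 ± 0.11, −0.85 ± 0.11, −0.70 ± 0.11 and −0.66 ± 0.11, and Il2rb, a receptor chain for IL-2 and IL-15, changed by −3.81 ± 0.33, −2.91 ± 0.30, −1.91 ± 0.29 and −2.32 ± 0.29.
For the 10 pairs of treatments, log2 fold changes against vehicle were correlated across the 17770 genes, which are not independent replicates. The correlation was 0.774 for JAK1i and JAK3i, 0.853 and 0.831 for JAK1i with ruxolitinib and tofacitinib, 0.811 and 0.804 for JAK3i with them, and 0.943 for ruxolitinib with tofacitinib. For JAK2i it was 0.034 with JAK1i, 0.168 with JAK3i, 0.146 with ruxolitinib and 0.170 with tofacitinib. Because all pairs share the vehicle libraries, groups simulated without any change gave a correlation of 0.499 and a covariance of 0.0506. The covariance was 1.781 for JAK1i and JAK3i. In the simulated pairs both groups were unchanged, so their correlation is no baseline for JAK2i paired with a strongly changed group. The covariance of JAK2i was 0.013 with JAK1i, 0.066 with JAK3i, 0.045 with ruxolitinib and 0.058 with tofacitinib. With separate sets of 3 pretreatment libraries as controls, the correlation of JAK1i and JAK3i was 0.770 to 0.817. Muscle and adipocyte transcripts, also higher after all 4, are among the genes correlated.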

In our study, treatment with the selective JAK2 inhibitor CEP-33779 failed to reverse disease in C3H/HeJ mice. Furthermore, in our gene expression analyses, AA mouse skin that was treated with CEP-33779 clustered together with pretreatment mice skin and controls, supporting the lack of disease reversal using JAK2 inhibition. To confirm this finding, we then used 3 additional JAK2-selective inhibitors, including fedratinib, pacritinib, and AZD-1480, all of which showed similar results to CEP-33779. 

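Skin treated with JAK2i (CEP-33779) grouped with vehicle and pretreatment skin when all 24 libraries were clustered on their 500 most variable genes, chosen without the group labels. The branch with the vehicle libraries held all 3 vehicle, all 3 JAK2i and all 6 pretreatment libraries, and none of the 12 libraries of JAK1i (INCB039110), JAK3i (PF-06651600), ruxolitinib and tofacitinib. Transcripts that separate the branches include Cd8b1, at 33.7 ± 3.90 CPM after JAK2i, 34.1 ± 4.19 after vehicle and 2.05 ± 0.86 after ruxolitinib (SD, n = 3 each), and Krt82, a hair keratin, at 41.5 ± 4.86, 45.3 ± 17.0 and 0.201 ± 0.0369 CPM (SD, n = 3 each). Ifng, which encodes IFN-γ (Entrez ID 15978, chromosome 10, 118441046 to 118445894), was at 8.27 ± 0.539 CPM after JAK2i, 7.92 ± 0.92 after vehicle (SD, n = 3 each) and 7.57 ± 1.69 before treatment (SD, n = 6).
Over the 500 genes, the mean correlation between JAK2i and vehicle libraries was 0.836, against 0.858 within vehicle, 0.756 within JAK2i and 0.653 within pretreatment. JAK2i and JAK1i libraries correlated at −0.577, and JAK2i and JAK3i libraries at −0.448. Within the second branch, JAK1i replicates 1 and 2 joined the JAK3i libraries, and JAK1i replicate 3 joined ruxolitinib and tofacitinib. With the 5 deposited ALADIN genes the same distance put 2 JAK1i, 3 JAK3i and 1 tofacitinib library with the 3 vehicle, 3 JAK2i and 5 pretreatment libraries, a distance taken from the profile over the genes, whatever their level. With Euclidean distance, chosen after this was seen, those 5 genes put all 3 vehicle, 3 JAK2i and 6 pretreatment libraries together and none of the others.
The paper reports that inhibiting JAK2 did not reverse disease and sets beside it the place of JAK2i-treated skin among pretreatment and control skin. It also draws on further JAK2 inhibitors, staining of skin and flow cytometry. By flow cytometry it reports fewer immune cells and IFN-γ-producing CD8+ T cells in JAK2i-treated skin, a smaller decrease than after JAK1i. Cell frequencies and transcript levels of whole skin are different measures. The data retraced here concern only the place of the libraries, for which no test was made.

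**Figure D5:**
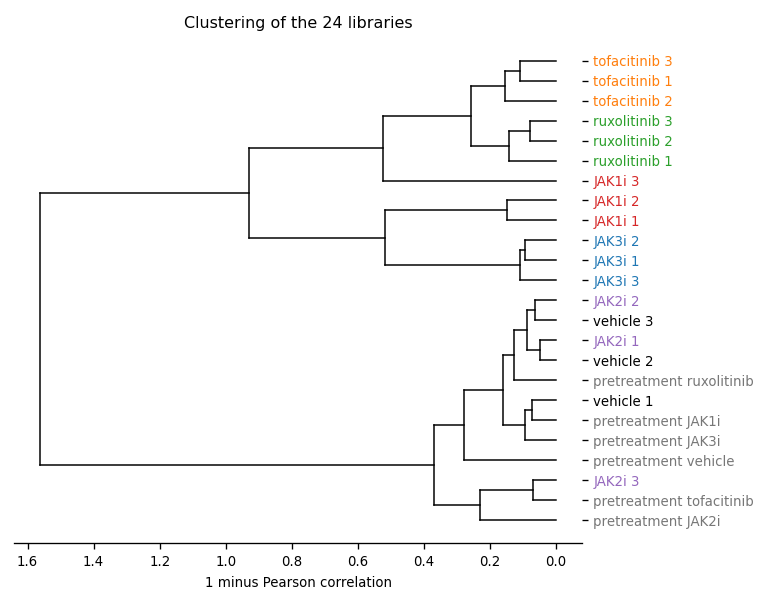
Tree of the 24 libraries from the 500 most variable genes (horizontal axis, 1 minus the correlation at which branches join), with library names colored by group. JAK2i replicates 1, 2 and 3 lie in the branch of vehicle and pretreatment libraries.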

Inhibition with JAK2i had no effect on disease reversal in C3H/HeJ mice, further supporting our hypothesis that JAK2 signaling does not play a significant role in AA. JAK2 function is essential for the function of a number of cytokines, including erythropoietin, thrombopoietin, growth hormone, and GM-CSF (30). These cytokines are indispensable for hematopoietic stem cell differentiation and proliferation; thus, potential significant side effects of JAK2 inhibitors may include anemia, thrombocytopenia, and neutropenia. These types of adverse reactions may limit higher dosing of JAKi, since our clinical trials and other studies have shown that high doses of ruxolitinib (JAK1/2 inhibitor) and tofacitinib (pan-JAK inhibitor) were necessary for achieving optimal efficacy in AA (12–15).

IFN-γ signals through JAK1/2 and is a key cytokine implicated in the pathogenesis of AA. We showed in vitro that the JAK1-selective and JAK2-selective inhibitors used in this study equally inhibited IFN-γ–mediated signaling, as expected. However, the 4 JAK2-selective inhibitors in our study had little effect on AA disease reversal. We and others previously showed that IFN-γ plays a critical role in disease induction (31), whereas in chronic AA, numerous inflammatory cytokines (including IFN-γ) have been implicated in the disease (32). Additionally, we and others previously showed that both type I and type II IFN (IFN-γ) signaling pathways are active in the alopecia skin both from human patients with AA and C3H/HeJ mice with AA by gene microarray assays (33). We further confirmed that both type I and type II IFN gene expression signatures were significantly increased with alopecic mouse skin compared with normal-haired C3H/HeJ mice by quantitative PCR assays (data not shown). Type I IFNs signal through JAK1 and TYK2, whereas type II IFNs signal through JAK1 and JAK2, and both type I and type II IFN induce CXCL9/10/11 and STAT1 production (34, 35). Therefore, JAK2 inhibition alone might not inhibit type I IFN response genes such as CXCL9, CXCL11, and STAT1 that can be induced by IFN-γ. However, we cannot formally exclude the possibility that JAK1 compensates in part for JAK2 signaling inhibition in response to IFN-γ (36).

Our previous data showed that CD8^+^ T cells are the main drivers in AA, and these T cells are dependent on γc cytokines for their function and survival (4). Consistent with our results, JAK2i have been shown in other studies to have no significant effect on effector T cell reactivity in a mouse model of graft-versus-host disease, indicating that JAK2 plays little (if any) role in effector T cell function (37). Accordingly, we showed that targeting T cells by inhibiting the γc signaling pathway through JAK1 inhibition or JAK3 inhibition showed therapeutic efficacy in the treatment of AA. Taken together, these findings suggest that the role of IFN-γ in AA pathogenesis is likely to be secondary to γc signaling in the setting of established disease in AA.

Resident memory T cells (T_RM_) persist in peripheral tissues for long periods and play important roles in host defense against infections and tumors. In the skin, pathogenic T_RM_ are involved in a number of inflammatory skin disorders, including psoriasis, vitiligo, and atopic dermatitis (38–42). Alopecic T_RM_ have been reported in patients with AA, but their role in AA remains undefined (43, 44). Most skin infiltrating CD8^+^ T cells in C3H/HeJ AA mice also coexpressed markers characteristic for T_RM_ (CD69^+^CD103^+^). We found that JAK1i or JAK3i treatment significantly decreased the frequency of these T_RM_ in the skin, but not JAK2i treatment. We observed that a small number of T_RM_ remained in the skin of mice even after hair regrowth following JAK1i or JAK3i treatment. Notably, we have observed that many patients with AA began to relapse and lose hair after successful ruxolitinib or tofacitinib treatment (13, 15). One explanation is that a small number of pathogenic T_RM_ may persist in the skin even after successful JAKi treatment, which may become reactivated after stimulation by recovered HF autoantigens upon withdrawal of JAKi treatment, leading to disease relapse. Therefore, a therapeutic strategy that not only inhibits the function of pathogenic T_RM_, but also eliminates them from lesional skin, may produce durable disease remission in AA (39). Future studies will take advantage of the accessibility of the skin by combinations of both topical and systemic JAKi treatment to eradicate the alopecic T_RM_ from lesional skin to achieve prolonged treatment efficacy and durable responses.

In summary, we identified crucial roles of JAK1 and JAK3 signaling in the pathogenesis of AA and showed that blockade of γc signaling alone is sufficient to both reverse and prevent disease. We demonstrated treatment efficacy when the JAKi drugs were administrated either topically or systemically. Our study also defines a mechanistic framework for the use of JAK1-selective or JAK3-selective inhibitors as potent, antiinflammatory agents against AA. These data demonstrate that the selective inhibition of either JAK1 or JAK3 can effectively treat AA, while avoiding the potential adverse effects associated with JAK2 inhibition and without sacrificing treatment efficacy. Unlike JAK1, which is associated with multiple major cytokine receptor families, JAK3 is exclusively associated with the γc cytokine receptor. Therefore, our results indicate that inhibiting JAK3 signaling is sufficient to prevent and reverse disease in the C3H/HeJ model of AA. Our findings invite future clinical trials using novel JAKi that selectively target JAK1 and/or JAK3 for the treatment of AA.

## Methods

### Mice.

C3H/HeJ mice (stock 000659, The Jackson Laboratory) in this study were maintained in a specific pathogen–free environment in a barrier facility, in accordance with the Institutional Animal Care and Use Committee (IACUC) of Columbia University. Transfer of AA was performed using grafted alopecic C3H/HeJ skin or by adoptive T cell transfer as described previously (4).

### JAKi treatment.

JAKi were obtained from different sources: INCB039110 (catalog HY-16997, MedChemExpress), GLPG0634 (filgotinib) (catalog CT-GLPG, ChemieTek), CEP-33779 (catalog 406123, Medkoo), fedratinib (catalog 202893, Medkoo), pacritinib (catalog 202571, Medkoo), AZD-1480 (catalog A-1135, Active Biochem), PF-06651600 (catalog PZ0316, MilliporeSigma), decernotinib (VX-509) (catalog S7541, Selleck), ruxolitinib (catalog S1378, Selleck), and tofacitinib (catalog 200811, Medkoo). For systemic treatment, C3H/HeJ mice with AA were administered INCB039110 (50 mg/kg), CEP-33779 (50 mg/kg), fedratinib (50 mg/kg), pacritinib (50 mg/kg), PF-06651600 (30 mg/kg), ruxolitinib (30 mg/kg), tofacitinib (30 mg/kg), or vehicle control through an ALZET osmotic pump (model 1002, DURECT Corporation). The JAKi were first dissolved in a small volume of DMSO (catalog D12345, Thermo Fisher Scientific) and further were diluted with polyethylene glycol 300 (catalog 202371, MilliporeSigma). For topical treatment, C3H/HeJ AA mice were topically treated with 2% (w/w) various JAKi in Aquaphor (Aquaphor) twice daily, or vehicle control, as we described previously (4). Mice were scored weekly for signs of hair regrowth and loss. Hair loss was monitored and scored according to our previously reported methods (4). Mice were euthanized and organs were collected for analysis after treatment.

### Preparation of tissue cell suspensions.

To prepare skin single-cell suspensions, the skin was cleaned, defatted, and digested in 0.25% trypsin (catalog 15050065, Thermo Fisher Scientific) for 20 minutes at 37°C. Epidermis was separated from the dermis using forceps and scalpel blades. The dermis was finely minced and digested for 45 minutes at 37°C with 2 mg/mL collagenase type IV (catalog CLS-4, Worthington Biochemical Corporation) and 1 μg/mL DNase (catalog DN25, MilliporeSigma) in RPMI 1640 (catalog 61870127, Thermo Fisher Scientific) with 5% FBS (catalog 16000044, Thermo Fisher Scientific) in a shaker. The digested skin was then minced, passed over a 70 μm cell strainer (catalog 229483, CELLTREAT Scientific), and washed before staining. Whole spleen or SDLNs were dissociated and filtered with a 70 μm cell strainer. Splenocytes were depleted of erythrocytes by ACK Lysing Buffer (catalog A1049201, Thermo Fisher Scientific) and washed before staining.

### Antibodies and flow cytometry.

Antibodies used for flow cytometry are listed in Supplemental Table 2. Cells were stained with fixable viability stain LIVE/DEAD Fixable Blue (catalog L23105, Thermo Fisher Scientific) in Dulbecco’s PBS (catalog 14190250, Thermo Fisher Scientific) for 15 minutes at room temperature. Nonspecific antibody binding was blocked using TruStain FcX (catalog 101320, BioLegend). For surface marker staining, cells were incubated with various combinations of fluorochrome-conjugated mAbs in Brilliant Stain Buffer (catalog 563794, BD Biosciences) for 30 minutes at 4°C. The cells were fixed after surface marker staining and then permeabilized using eBioscience Foxp3/Transcription Factor Staining Buffer Set (catalog 00-5523-00, Thermo Fisher Scientific) for detection of intracellular FoxP3, GZMB, PRF1, Ki67, TNF-α, and IFN-γ according to the manufacturer’s instructions. Viable cell populations were gated based on forward and side scatters and by Fixable Blue staining and acquired with an LSRII flow cytometer (BD Biosciences). Analysis was carried out using FlowJo software (Tree Star). Gating strategies for flow cytometry experiments are shown in Supplemental Figure 1.

### In vitro culture and restimulation assays.

For NKG2D^+^CD8^+^ T cell differentiation, splenic T cells were stimulated with 100 ng/mL anti-CD3 in the presence of 10 ng/mL recombinant murine IL-15 (catalog 210-15, PeproTech) and individual JAKi or vehicle control (DMSO) for 72 hours. For intracellular detection of IFN-γ and TNF-α, single-cell suspensions were incubated in 10% FBS RPMI-1640 medium supplemented with Cell Stimulation Cocktail (catalog 00-4970-03, 1:500, Thermo Fisher Scientific) at 37°C. After 1 hour, Brefeldin A (catalog 555029, 1:1000, BD Biosciences) was added, followed by an additional 4-hour incubation at 37°C. The cells were then fixed and permeabilized using the FoxP3 fixation/permeabilization kit and stained intracellularly with anti–IFN-γ and anti–TNF-α for 30 minutes at 4°C.

### STAT phosphorylation assays and Western blot.

Single-cell suspensions of skin or splenocytes were pretreated with the indicated concentration of individual JAKi at 37°C for 60 minutes. The cytokines used were obtained from Peprotech. The treated cells were then incubated with IL-7 (catalog 217-17, 20 ng/mL), IL-10 (catalog 210-10, 50 ng/mL), IL-15 (catalog 210-15, 50 ng/mL), IFN-γ (catalog 315-05, 50 ng/mL), or GM-CSF (catalog 315-03, 50 ng/mL) at 37°C for 15 minutes. Following cytokine treatment, the cells were fixed with 4% paraformaldehyde (catalog AAJ19943K2, Thermo Fisher Scientific) for 15 minutes at room temperature. Fixed cells were then permeabilized with 90% ice-cold methanol (Thermo Fisher Scientific) for 30 minutes on ice and were stained with cell surface markers and anti–p-STAT for 2 hours at room temperature. The isolation of mouse dermal sheath cells was shown previously (4). The dermal sheath cells were pretreated with individual JAKi (0.5 μM final) at 37°C for 60 minutes. The treated cells were then incubated with IFN-γ (50 ng/mL) at 37°C for indicated time points at 37°C. Treated cells were then treated for 20 minutes on ice with RIPA lysis buffer (catalog R0278, MilliporeSigma) supplemented with protease inhibitors (catalog 11697498001, Roche Diagnostics) and phosphatase inhibitor cocktail (catalog P5726, MilliporeSigma). Then 20 μg of total protein was resolved by a 10% SDS-PAGE (catalog 4561033, Bio-Rad) and transferred to PVDF membranes (catalog IPFL85R, MilliporeSigma). After blocking for 60 minutes in 5% nonfat dry milk blocking buffer (catalog sc-2325, Santa Cruz Biotechnology), the membranes were immunoblotted with rabbit anti–p-STAT1 (catalog 7649, 1:1000, Cell Signaling Technology) and rabbit anti-STAT1 (catalog 9172, 1:1000, Cell Signaling Technology), followed by secondary HRP-conjugated anti-rabbit IgG (catalog 7074, 1:1000, Cell Signaling Technology), or anti–β-actin (catalog sc-47778 HRP, 1:5000, Santa Cruz Biotechnology), and chemiluminescent reagent (catalog WBKLS0100, MilliporeSigma). The image was captured and analyzed using ChemiDoc MP Imaging System (Bio-Rad).

### Immunofluorescence.

Inflammatory skin infiltrates and markers were evaluated on frozen skin sections as previously described (4). Acetone-fixed frozen skin sections were blocked in Dulbecco’s PBS + 5% goat serum (catalog S-1000-20, Vector Laboratories) for 1 hour at room temperature. The fixed skin sections were incubated with rat anti-CD8 (catalog 100702, 1:100, BioLegend) and rat anti–I-A/I-E (catalog 107602, 1:100, BioLegend) overnight at 4°C, followed by incubation with Alexa Fluor 594–labeled secondary antibody (catalog A-11007, 1:500, Thermo Fisher Scientific). The endogenous biotin was blocked using a streptavidin/biotin blocking kit (catalog SP-2002, Vector Laboratories). Antifade Mountant with DAPI (catalog H-1200-10, Vector Laboratories) was used as the mounting medium. Immunofluorescence images were captured on a Zeiss LSM 700 laser scanning confocal microscope.

### RNA isolation, RNA-Seq, bioinformatics analysis, and data availability.

Total cellular RNA was extracted using RNeasy Plus Micro Kit (catalog 74034, QIAGEN) from skin homogenates of indicated JAKi-treated mice or controls. RNA quality and quantity were determined using an Agilent BioAnalyzer (Agilent Technologies). Libraries were constructed, pooled, and sequenced on an Illumina HiSeq 4000 at GENEWIZ. The hit counts of each sample were normalized by the DESeq2 package in Bioconductor (45). Differential expression was defined using a significance of FDR less than 0.05 comparing each treated cohort with the vehicle-treated cohort. Unsupervised hierarchical clustering and gene adjacency matrices were generated using Multiple Experiment Viewer. To visualize the difference in expression in the ALADIN genes, the *z* score–normalized hit counts of the ALADIN genes were inputs for clustering (15). Clustering results in this study were done naive to the treatment status of each sample and unblinded at the end. RNA-Seq data sets can be accessed at the National Center for Biotechnology Information’s Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/) under the accession code GSE167360.

### Statistics.

Statistical analyses were performed using GraphPad Prism 7.0 software (GraphPad Software Inc.). Groups of data were compared using a 2-tailed Student’s *t* test. Log-rank tests were used to analyze the hair loss or regrowth curves. One-way ANOVA was used for mean differences comparison from multiple groups. All the statistics were conducted using GraphPad Prism software. Data in bar and dot graphs are means ± SEM. Statistically significant *P* values were indicated as follows: *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, and ****P ≤ 0.0001. Only significant differences (*P* < 0.05) are indicated in the figures. The investigators were not blinded for the analyses.

### Study approval.

All animal experiments were performed in compliance with protocols approved by the IACUC of Columbia University.

## Author contributions

ZD and AMC conceived the study. ZD performed the experiments. JC and YC analyzed data and provided critical review of the manuscript. ZD and AMC analyzed data and wrote the manuscript. AMC supervised the study and provided funding.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
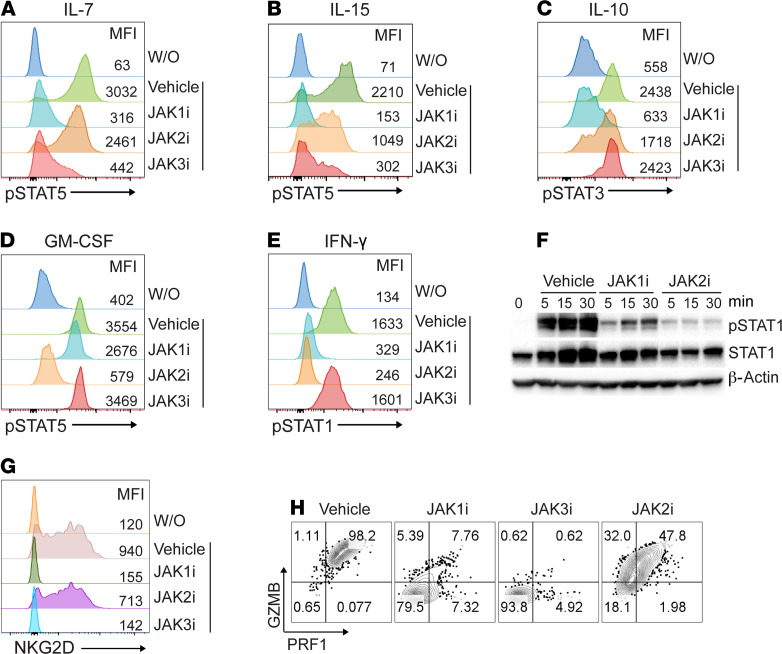
Inhibition of cytokine-dependent signaling by JAK-selective inhibitors. (**A**–**E**) C3H/HeJ mouse splenocytes were pretreated with 1 μM of INCB039110 (JAK1i), CEP-33779 (JAK2i), or PF-06651600 (JAK3i) or vehicle control for 1 hour at 37°C. The treated cells were stimulated with IL-7 (20 ng/mL), IL-15 (40 ng/mL), IL-10 (50 ng/mL), GM-CSF (50 ng/mL), or IFN-γ (50 ng/mL) for 20 minutes at 37°C. Phosphorylated STAT (p-STAT) expression in indicated cell subsets was presented as representative plots and mean fluorescence intensity (MFI). CD3^+^CD8^+^ cells (**A** and **B**), CD19^+^ cells (**C**), CD11b^+^ cells (**D**), and CD3^+^ cells (**E**) were gated for p-STAT expression. (**F**) C3H/HeJ mouse HF dermal sheath cells were pretreated with 1 μM of INCB039110, CEP-33779, or vehicle control for 1 hour at 37°C. The treated cells were then stimulated with IFN-γ (50 ng/mL) for indicated time points at 37°C and analyzed by Western blotting for p-STAT1, total STAT1, and the housekeeping protein β-actin. (**G** and **H**) C3H/HeJ mouse splenocytes were pretreated with 500 nM of indicated JAKi or vehicle control for 1 hour at 37°C. The treated cells from C3H/HeJ mice were then stimulated with 20 ng/mL IL-15 and 250 nM of indicated JAKi at 37°C for 72 hours. (**G**) Expression of NKG2D and (**H**) expression of Granzyme B (GZMB) and Perforin 1 (PRF1) by CD8^+^ T cells presented as representative plots and MFI. The data shown are from 1 representative experiment out of 2 replicates. W/O, without treatment.

**Figure 2:**
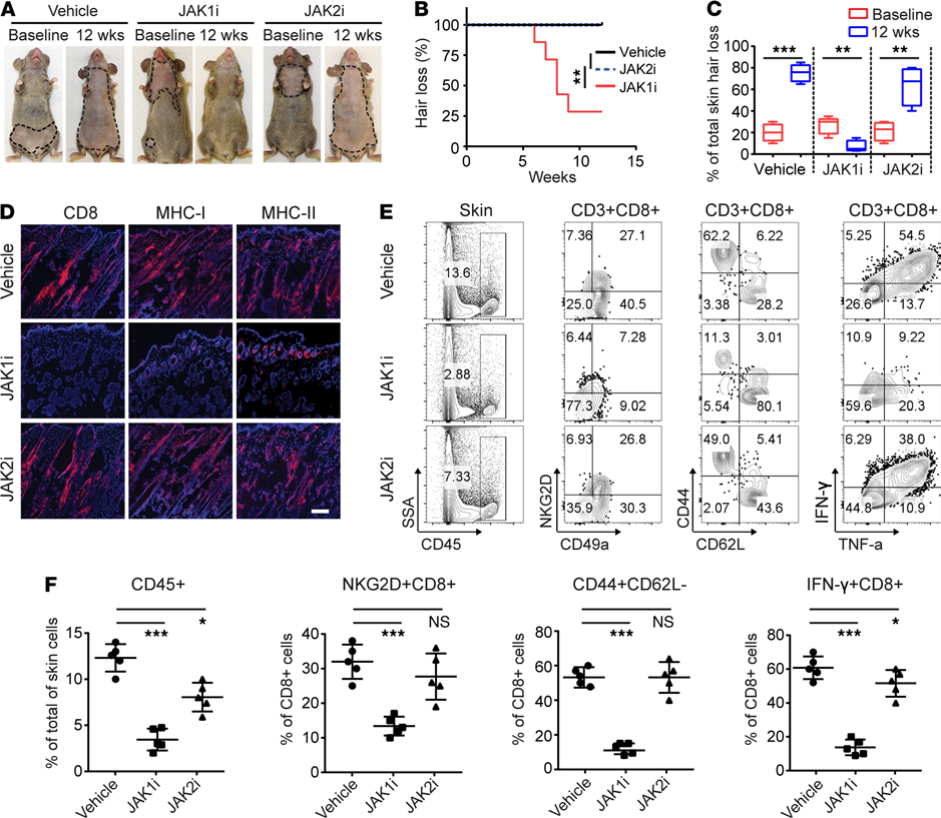
JAK1-selective inhibitor treatment reversed AA. Five C3H/HeJ AA mice per group were treated systemically with INCB039110 (JAK1i) or CEP-33779 (JAK2i) at a dosage of 50 mg/kg for 12 weeks. (**A**) Representative images of individual JAK3i or vehicle-treated C3H/HeJ mice before or after 12 weeks’ treatment. (**B**) Time course of hair regrowth shown as weeks after treatment. **P < 0.01, log-rank test. (**C**) Percentage of total skin hair loss or regrowth shown before and after treatment. The box plots depict the minimum and maximum values (whiskers), the upper and lower quartiles, and the median. The length of the box represents the interquartile range. **P < 0.01, ***P < 0.001 (unpaired Student’s *t* test). (**D**) Representative immunofluorescence images of skin sections from JAKi- or control-treated mice, stained with anti-CD8, anti–MHC class I, or anti–MHC class II mAbs. Scale bar: 200 μm. (**E**) and (**F**) Percentages of skin infiltrating CD45^+^ leukocytes, CD44^+^CD62L^–^CD8^+^ T cells, NKG2D^+^CD8^+^ T cells, as well as IFN-γ–producing CD8^+^ T cells within indicated populations within the skin after JAK3i treatment. *P < 0.05, ***P < 0.001 (1-way ANOVA). Two replicate experiments were performed for a total of 10 mice per group.

**Figure 3:**
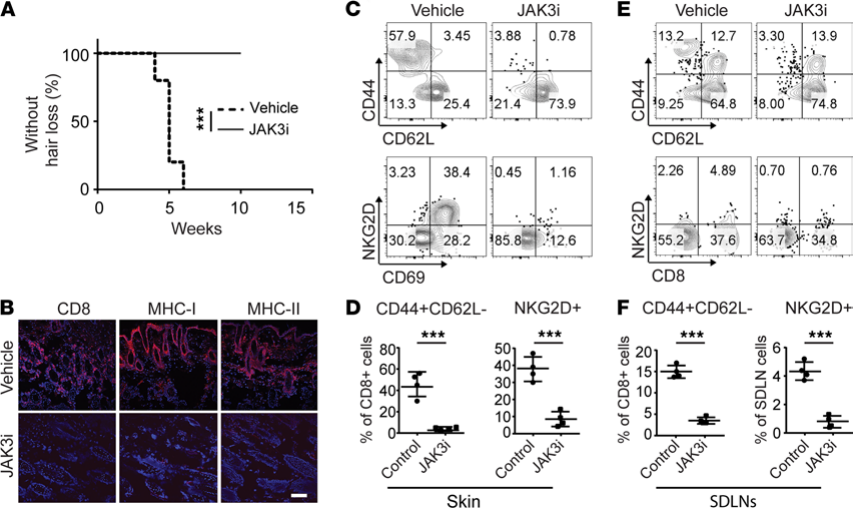
JAK3-selective inhibitor treatment prevented the onset of AA. C3H/HeJ grafted mice were given PF-06651600 (JAK3i) at a dosage of 30 mg/kg for 4 weeks. (**A**) Survival curve analysis depicts the hair loss between JAK3i- and control-treated mice. ***P < 0.01, log-rank test. (**B**) Representative immunofluorescence images of skin sections from JAK3i- or control-treated mice, stained with anti-CD8, anti–MHC class I, or anti–MHC class II mAbs. Scale bar: 200 μm. (**C**) Representative FACS plots of the skin single cell in the viable cell gate were acquired for each sample. (**D**) Summary graphs of the percentages of CD44^+^CD62L^–^CD8^+^ T cells as well as NKG2D^+^CD8^+^ T cells within the skin after treatment. ***P < 0.001 (unpaired Student’s *t* test). (**E**) Representative FACS plots of SDLNs in the viable cell gate were acquired for each sample. (**F**) Summary graphs of the percentages of CD44^+^CD62L^–^CD8^+^ T cells as well as NKG2D^+^CD8^+^ T cells within the SDLNs after treatment. ***P < 0.001 (unpaired Student’s *t* test). Two replicate experiments were performed for 10 mice per group.

**Figure 4:**
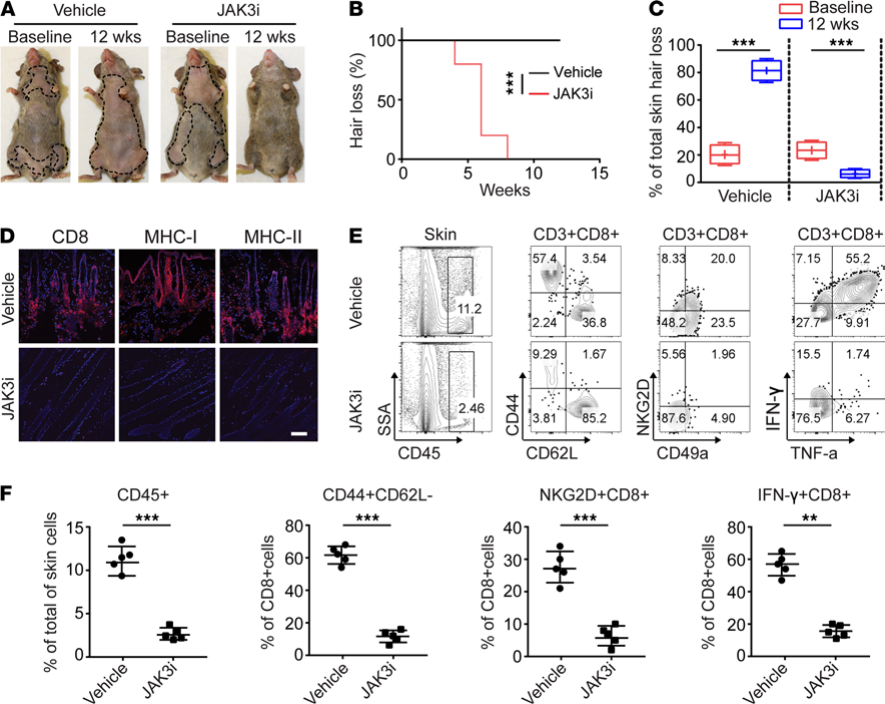
JAK3-selective inhibitor treatment reversed AA. Five C3H/HeJ AA mice per group were treated systemically with PF-06651600 (JAK3i) at a dosage of 30 mg/kg for 12 weeks. (**A**) Representative images of individual JAK3i- or control-treated C3H/HeJ mice before or after 12 weeks’ treatment. (**B**) Time course of hair regrowth shown as weeks after treatment. ***P < 0.001, log-rank test. (**C**) Percentage of total skin hair loss or regrowth shown before and after treatment. The box plots depict the minimum and maximum values (whiskers), the upper and lower quartiles, and the median. The length of the box represents the interquartile range. ***P < 0.001 (unpaired Student’s *t* test). (**D**) Representative immunofluorescence images of skin sections from JAK3i- or vehicle-treated mice, stained with anti-CD8, anti–MHC class I, or anti–MHC class II mAbs. Scale bar: 200 μm. (**E**) and (**F**) Percentages of skin infiltrating CD45^+^ leukocytes, CD44^+^CD62L^–^CD8^+^ T cells, NKG2D^+^CD8^+^ T cells, as well as IFN-γ–producing CD8^+^ T cells within the skin after treatment. **P < 0.01, ***P < 0.001 (unpaired Student’s *t* test). Two replicate experiments were performed for a total of 10 mice per group.

**Figure 5:**
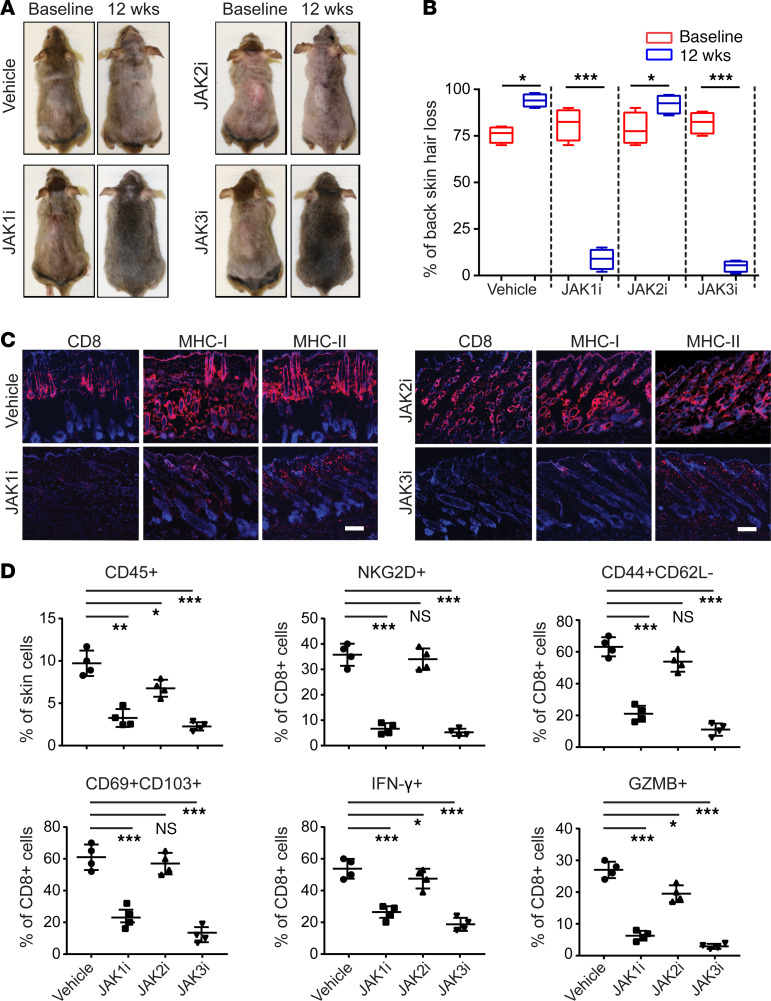
Reversal of AA with topical JAK1- or JAK3-selective inhibitor treatment. C3H/HeJ mice with long standing AA were treated topically with INCB039110 (JAK1i), CEP-33779 (JAK2i), or PF-06651600 (JAK3i) or control daily for 12 weeks, in cohorts of 4 mice per group. (**A**) Representative images of individual JAK inhibitor– or vehicle-treated C3H/HeJ mice before or after 12 weeks’ treatment. (**B**) Percentage of dorsal hair loss or regrowth is shown before and after treatment. The box plots depict the minimum and maximum values (whiskers), the upper and lower quartiles, and the median. The length of the box represents the interquartile range. *P < 0.05, ***P < 0.001 (unpaired Student’s *t* test). (**C**) Representative immunofluorescence images of skin sections from JAKi- or vehicle-treated mice, stained with anti-CD8, anti–MHC class I, or anti–MHC class II mAbs. Scale bar: 100 μm. (**D**) Percentages of skin infiltrating CD45^+^ leukocytes, NKG2D^+^CD8^+^ T cells, CD44^+^CD62L^–^CD8^+^ T cells, CD103^+^CD69^+^CD8^+^ T cells, IFN-γ–producing CD8^+^ T cells, as well as GZMB- or PRF1-producing CD8^+^ T cells within indicated populations within the skin after JAK inhibitor treatment. *P < 0.05, **P < 0.01, ***P < 0.001 (1-way ANOVA). Two replicate experiments were performed for a total of 8 mice per group.

## Version 1 04/08/2021

Electronic publication

How the deposited data were processed for this re-analysis (not part of the article)

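RNA-Seq of skin from C3H/HeJ mice with AA was analysed in 24 libraries, 6 taken before treatment, 1 per cohort, and 3 each taken after vehicle, JAK1i (INCB039110), JAK2i (CEP-33779), JAK3i (PF-06651600), ruxolitinib and tofacitinib. The counts are, as deposited by the authors, raw read counts per Entrez gene. The paper and the submitters' notes name Subread, DESeq2 1.18.1 and the mouse genome mm10 (GRCm38), and do not state the trimming, the aligner settings, the strand setting or the annotation. The table of ALADIN score values, as deposited by the authors, holds 7 genes on a linear scale that differs from CPM by a factor for each gene, and below them z scores of 5 of these genes. Both the factors and the z scores were made by the authors. Its columns were checked against the counts: 18 of 24 match the library of the same name, and 6 match another, so the table was used only for its choice of 5 genes. All group assignments rest on the header of the count table.
The count table holds 27179 genes. A spreadsheet had turned 26 symbols into dates, and these were restored by Entrez ID. In 855 further genes the symbol is empty, and these made up at most 0.608% of the counts of a library. The total count per library ranged from 17311913 to 21858670. At this depth and spread, the median standard error of a log2 fold change between JAK2i and vehicle was 0.164.
Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the groups given (minimum count 10, minimum total count 15), which left 17770. Libraries were scaled by TMM, and a single quasi-likelihood model with 7 groups was fitted to all 24 libraries, with a common biological coefficient of variation of 0.17. The comparisons were each of the 5 treatments with vehicle, vehicle and each treatment with pretreatment, JAK1i and JAK3i with JAK2i, and JAK3i with JAK1i. P-values were adjusted by the method of Benjamini and Hochberg over the 17770 genes, and genes with an adjusted p below 0.05 were called. Log2 CPM used a prior count of 2. A fold against a group without any counts is a bound, computed with 3 counts over the whole group.
Of 34 gene lists, 33 were tested with camera of limma 3.58.1, at a preset correlation of 0.01 between genes. They cover T cells, cytotoxic effectors, common γ chain cytokines and receptors, STAT5 targets, IFN-γ and type I interferon responses, MHC class I and II, hair shaft, inner root sheath, keratin-associated proteins, hair matrix and anagen, cell cycle, melanocytes, macrophages, dendritic and Langerhans cells, mast cells, neutrophils, B cells, NK cells, regulatory T cells, skeletal muscle, adipocytes, fibroblasts, sebaceous glands, epidermal differentiation, activated keratinocytes, follicle stem cells, red blood cells, JAK2-linked receptors, genes named in the paper and the 2 sets of ALADIN genes. The list of sex-linked genes kept 1 gene and was not tested. Zfp683, Krt85 and Hbb-bt are absent from the table, and Il4, Il9, Il21, Krtap13, Ly6g, Pax5, Klra4, Klra7, Klra8, Ddx3y, Eif2s3y, Kdm5d and Uty are among those with too few counts. Lists of clock genes and of basal keratinocyte genes were added after the data had been seen. Genes named in the text are those the paper names, the 5 largest rises and falls of each treatment against vehicle (called, mean log2 CPM of at least 1, libraries of the 2 groups without overlap) and up to 4 members of each list with the smallest p-values, apart from Rpl32l, and from Arntl, which is named only as a member of a list. Some single genes are not reported here.
ALADIN scores are means of z-scaled log2 CPM, compared by exact permutation and adjusted over 33 tests. Clustering used average linkage on 1 minus the Pearson correlation of the 500 genes of highest variance. Agreement is the Pearson correlation of log2 fold changes against vehicle. For pairs in which both groups are unchanged, 20 sets of simulated libraries gave its level from shared controls alone. The size of a response is the median absolute log2 fold change over the 15085 genes called in any treatment.
The calls were tested on simulated data with 100 genes changed by a log2 fold change of 1 and 100 by 2. The depth was that of the libraries, and the spread of each gene was estimated over all 24 libraries. The changed genes were drawn only from those with a mean CPM of at least 1. EdgeR found 70% and 97% of them, with 9 false among 176 calls. DESeq2 found 77% and 98%, with 26 false among 201 calls. Camera gave p = 4.21e-50 for a raised list at the preset correlation and p = 8.34e-12 with the correlation estimated, and called 1 and 0 of 200 unchanged lists.
Alternatives were DESeq2 1.42.0, RLE scaling, no filter, a stricter filter, fitting only the 2 groups compared, fitting the 18 posttreatment libraries with and without the replicate number as a block, leaving out each library, and each cohort's own pretreatment library. Lists were repeated with an estimated correlation, and scores, clustering, agreement and size with other scales, genes or controls. Tables were handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures drawn with matplotlib 3.10.9. With the replicate number as a block, edgeR called 11012 genes for JAK1i and 11043 for JAK3i against vehicle. The numbers were not taken as pairs, since the labels do not say that they pair libraries and the correlation of paired residuals ran from −0.173 to 0.107. Hair regrowth, flow cytometry and histology were not analysed here.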

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

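The tests of the clock genes, and both lists of clock genes, were chosen only after the result was seen, whereas the lists behind the other results were planned.
In a direct test of JAK3i against JAK1i, camera called 21 lists. Of these, 5 had medians against vehicle of opposite sign after JAK1i and JAK3i, with most members called by edgeR in a single direction. The median log2 difference was 2.781 for macrophage and monocyte markers, 2.34 for mast cell markers, 2.272 for B cell and plasma cell markers, 1.277 for fibroblast and collagen genes and 0.619 for JAK2-linked cytokine receptors. With an estimated correlation between genes, none of these 5 calls was kept (smallest adjusted p = 0.238). The doses of these 2 groups differ, 50 against 30 mg/kg. In mean log2 CPM, JAK1i replicate 3 lay above vehicle for the fibroblast genes (7.879, vehicle 7.429 to 7.836). It lay among the vehicle libraries for the JAK2-linked receptors (4.751, vehicle 4.694 to 4.849). The falls after JAK1i in these 2 lists thus rest on replicates 1 and 2.
Lists of muscle and adipocyte genes, which the paper's text does not discuss, lay above their level in vehicle skin. Skeletal muscle markers had medians of 3.529 after JAK1i, 2.147 after JAK3i, 1.887 after ruxolitinib and 1.939 after tofacitinib, against 0.04 after JAK2i. Adipocyte markers had medians of 2.018, 3.027, 2.417 and 2.728 in this order, against 0.14 after JAK2i.
Clock genes that peak with Dbp, also not discussed in the paper's text, had medians above vehicle of 2.215 after JAK1i (9 of 10 genes higher), 1.949 after JAK3i (9 higher), 0.498 after ruxolitinib (4 higher) and 1.152 after tofacitinib (8 higher). If RNA from skeletal muscle were the whole source, the excess would scale with the muscle markers, yet its median ratio between JAK3i and ruxolitinib was 4.518 over 9 genes (2.424 to 18.205), against at most 1.58 for the summed CPM of the muscle markers between libraries. The muscle ratio was taken without subtracting vehicle, which would raise it, so the 2 ratios are not the same measure. Genes that peak with Arntl had medians of −0.601 after JAK1i and −1.11 after JAK3i, so another time of day at collection is a candidate explanation for JAK3i and for JAK1i replicates 1 and 2, but JAK1i replicate 3 had the Arntl genes at a mean log2 CPM of 5.016 (vehicle 4.969 to 4.996) with the Dbp genes at 5.345 (vehicle 4.21 to 4.276), which that explanation leaves open. After ruxolitinib and tofacitinib the higher of the 2 medians was 0.092, with members going both ways, and there the time of day cannot be told apart from other causes. The time of day of collection is not given in the sources used here, and an effect of the inhibitors on the clock stays open, untested.
Among the 6 pretreatment libraries, 37 measures were searched for a single extreme library, and 0 of them passed Dixon's critical value.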

How the results depend on the processing

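The alternatives were planned, apart from the tests of Euclidean distance, which were chosen only after the result was seen.
The number of called genes stayed within 1.5 times under an alternative in 190 cases and moved further in 4. These were JAK2i against pretreatment, with 1 gene by DESeq2 and 0 by edgeR (246 at an unadjusted p below 0.05, where 5% of the genes tested is 888.5), ruxolitinib and tofacitinib against their own single pretreatment library, with 3956 in place of 10044 and 6011 in place of 10366, and JAK3i against JAK1i, with 2405 in place of 7618 when only these 2 groups were fitted. Against vehicle the counts ranged from 8293 to 12543 for JAK1i, 9905 to 11535 for JAK3i, 7735 to 10901 for ruxolitinib and 8067 to 9856 for tofacitinib. With the replicate number as a block, edgeR called 11012, 11043, 8375 and 8782 genes in this order, and 0 for JAK2i. The block gave 10968 for JAK1i and 10905 for JAK3i against JAK2i, and 7014 for JAK3i against JAK1i.
With the correlation between genes estimated from the data, camera called fewer lists. Against vehicle the numbers fell from 23 to 8 for JAK1i, 7 to 0 for JAK2i, 23 to 5 for JAK3i, 21 to 6 for ruxolitinib and 20 to 7 for tofacitinib. Against pretreatment they fell from 4 to 0 for vehicle, 25 to 8 for JAK1i, 23 to 5 for JAK3i, 22 to 6 for ruxolitinib and 22 to 6 for tofacitinib. They fell from 25 to 8 for JAK1i and 24 to 6 for JAK3i against JAK2i, and from 21 to 0 for JAK3i against JAK1i. Of the single lists, 195 calls were lost and 267 outcomes stayed.
Scores near 0 changed sign in 9 cases, and 324 were the same. The keratin score of JAK2i against pretreatment was 0.0036, and −0.2002 when z scores were taken over CPM without log. Leaving out a library, it ran from −0.0625 (without the JAK2i pretreatment library) to 0.0961. It was also negative without the vehicle or the ruxolitinib pretreatment library, at −0.0598 and −0.0454, and without JAK2i replicate 1, at −0.0261. The 5-gene score ran from −0.0063 (without vehicle replicate 1) to 0.0299 for JAK2i against vehicle, and from −0.0087 (without the tofacitinib pretreatment library) to 0.0464 for vehicle against pretreatment. The interferon score of JAK2i against vehicle ran from −0.0176 to 0.0018 (without JAK2i replicate 2), and was 0.0011 without vehicle replicate 3.
Clustering was the same in 32 cases and moved in 3. With Euclidean distance on the 5 deposited ALADIN genes, the vehicle branch held 0 in place of 2 JAK1i, 0 in place of 3 JAK3i and 0 in place of 1 tofacitinib library.
The correlation of responses, over genes with a mean log2 CPM of at least 3, was 0.7577 for JAK1i with JAK3i, 0.8724 for JAK1i with ruxolitinib, 0.7935 and 0.7661 for JAK3i with ruxolitinib and tofacitinib, and 0.9629 for ruxolitinib with tofacitinib. For JAK2i it was 0.2678 with JAK3i, 0.2442 with ruxolitinib and 0.2858 with tofacitinib. With disjoint controls it was 0.0782, 0.0313 and 0.0669 in this order, 0.7898 and 0.787 for JAK3i with ruxolitinib and tofacitinib, and 0.932 for ruxolitinib with tofacitinib.
The size of the response over the genes called in all 4 treatments was 1.1937 for JAK1i, 1.1737 for JAK3i, 0.924 for ruxolitinib and 0.9602 for tofacitinib. Over the genes called in any treatment, leaving out a library gave 0.6321 (without JAK1i replicate 1) to 0.7727 (without JAK1i replicate 3) for JAK1i, 0.0693 to 0.1012 for JAK2i, 0.6664 to 0.7293 for JAK3i, 0.47 to 0.5121 for ruxolitinib and 0.4823 to 0.5421 for tofacitinib.
Of the single genes named, Flg2 between JAK3i and JAK1i was no longer called when only these 2 groups were fitted (−4.36) and changed by −1.63 without JAK1i replicate 3, Slc45a2 after JAK1i and ruxolitinib was not called without vehicle replicate 1 (−2.02 and −1.99), Rpl32l was called by DESeq2, Xist after tofacitinib was called by DESeq2 (−0.20) and without vehicle replicate 1 (−0.26), and in 1578 other outcomes the call was the same. Sizes moved by more than 1 on the log2 scale without JAK1i replicate 3 for Padi3 (−7.88), Flg (−5.57), Cxcr2 (−5.02), Klk6 (−8.92), Ifng (−7.79) and Slc45a2 (−4.17) after JAK1i, without JAK3i replicate 1 for Krtap2-4 (−13.13), without JAK3i replicate 2 for Slc45a2 after JAK3i (−6.41), and without vehicle replicate 1 for Slc45a2 after JAK3i (−4.19) and tofacitinib (−2.72).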

Differences from the paper's values

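The tests used here were planned, but the tally over settings that keep 3 libraries in both groups was chosen only after the results were seen. The paper states no numeric value for the RNA-Seq measures computed here, so no pair of values was compared.
The paper states that PF-06651600 (JAK3i) gave the most robust molecular response, in the number of genes and in the degree of change, both read from a heat map. It describes clustering on genes shared by its lists of changes from before to after treatment. Those lists and the heat map were not at hand. The counts and medians below may thus cover other genes, and the degree was computed only against vehicle. In number against vehicle, JAK3i gave more called genes than JAK1i in all 26 settings that keep 3 libraries in both groups, 11510 against 11403 by edgeR and 11533 against 11494 by DESeq2, and more than ruxolitinib (9042) and tofacitinib (9407) by edgeR. Without JAK1i replicate 3 the order of JAK3i and JAK1i turned (12375 against 12543), although JAK1i then had 1 library fewer. It also turned without JAK3i replicate 1, 2 or 3, where JAK3i has 2 libraries against 3 and so less power. Against pretreatment edgeR called 12325 genes after JAK3i and 12323 after JAK1i. There DESeq2 called 12322 and 12350, so the order depends on the control and the method. In degree against vehicle, JAK3i gave the larger median absolute log2 fold change in 0 of 24 settings with 3 libraries in both groups, over the genes called after JAK1i or JAK3i, with 0.723 against 0.727 for JAK1i when all libraries were used. It was larger without JAK1i replicate 1 (0.755 against 0.683) or 2 (0.749 against 0.715), where 2 JAK1i libraries stand against 3. The settings share most of their libraries, and neither order was tested. Genes called and changed over 16-fold numbered 519 after JAK3i and 541 after JAK1i. The cause of the difference was not tested.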

Other observations

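The tests of the hair genes and of JAK1i replicate 3, with the list of basal keratinocyte genes, were chosen only after the results were seen, whereas the other gene lists and the splits of the libraries were planned. Beyond the hair shaft, other parts of the follicle and the epidermis moved in directions of their own against vehicle. Of 10 sebaceous gland genes, 5, 2, 8 and 8 rose after JAK1i, JAK3i, ruxolitinib and tofacitinib, with medians of 0.49, −0.07, 1.25 and 1.02, and Scd3, a sebaceous lipid desaturase, changed by 3.24 ± 0.40, 1.86 ± 0.38, 4.26 ± 0.42 and 3.26 ± 0.40 (log2 fold change ± standard error, n = 3 per group). Of 9 follicle stem cell and telogen bulge genes, 4, 4, 5 and 5 rose and 3, 4, 4 and 4 fell in this order, Krt15 among the former by 2.31 ± 0.21, 1.59 ± 0.20, 2.19 ± 0.20 and 1.89 ± 0.20. Of 11 melanocyte genes, 5, 7, 4 and 7 fell (3, 7, 3 and 7 adjusted over the list alone), Slc45a2, a melanosome transporter, by −3.03 ± 0.95, −5.20 ± 1.21, −3.00 ± 0.91 and −3.73 ± 1.01 (after JAK1i −2.02 and after ruxolitinib −1.99 without vehicle replicate 1, and then not called). Epidermal differentiation genes fell in 7, 10, 5 and 5 of 10, Flg, which encodes filaggrin, by −3.94 ± 0.61, −6.49 ± 0.69, −3.99 ± 0.61 and −3.64 ± 0.60 (−5.57 after JAK1i without replicate 3). No camera call in these 4 lists was kept (smallest adjusted p = 0.138 with an estimated correlation, the sebaceous genes after ruxolitinib).
The counts of myeloid and lymphoid markers given here are against vehicle. Of 14 macrophage and monocyte markers, 14 fell after JAK1i, 6 after ruxolitinib and 7 after tofacitinib, whereas 7 rose and 3 fell after JAK3i. Of 8 mast cell markers, 4 fell after JAK1i (2 adjusted over the list alone), and 5, 4 and 6 rose after JAK3i, ruxolitinib and tofacitinib, Cpa3, a mast cell protease, by 2.00 ± 0.37, 1.79 ± 0.37 and 2.72 ± 0.38. Of 11 B cell and plasma cell markers, 9, 2, 6 and 6 fell in the order above, and 3 rose after JAK3i. Falls numbered 6, 6, 5 and 5 of 9 for dendritic and Langerhans cells, Ccr7 among them by −3.27 ± 0.39, −2.54 ± 0.35, −1.89 ± 0.33 and −1.96 ± 0.34, 4, 2, 3 and 3 of 7 for neutrophils, Cxcr2 among them by −3.60 ± 0.50, −4.27 ± 0.53, −1.95 ± 0.43 and −1.66 ± 0.42 (−5.02 after JAK1i without replicate 3), 2, 1, 2 and 1 of 3 for NK cells and 5, 5, 3 and 4 of 7 for regulatory T cells (5 after tofacitinib adjusted over the list alone). After JAK1i the neutrophil median was −2.86, or −2.33 with Ltf, which had no counts, at its bound. Fibroblast genes fell in 8 of 12 after JAK1i and in none after the other 3, where 3, 3 and 3 rose (1 after ruxolitinib adjusted over the list alone), and of 11 JAK2-linked receptors 2, 6, 4 and 3 rose and 5, 1, 3 and 4 fell. JAK1i replicate 3 lay at or above the vehicle libraries in mean log2 CPM of the fibroblast genes (7.879, vehicle 7.429 to 7.836) and among them for the JAK2-linked receptors (4.751, vehicle 4.694 to 4.849) and the melanocyte genes (2.338, vehicle 2.004 to 3.43), so the falls after JAK1i in these 3 lists rest on replicates 1 and 2. Red blood cell genes rose in 4 of 4 after JAK3i and in none after the other 3, and Xist, the sex-linked gene tested, was not called by edgeR in any of the 4, though after tofacitinib (−0.21 ± 0.09) it was called when adjusted alone, by DESeq2 (−0.20) and without vehicle replicate 1 (−0.26). With an estimated correlation camera kept none of these lists (smallest adjusted p = 0.132, regulatory T cells after JAK3i). Of 38 genes that the paper names, 35, 30, 27 and 28 fell, or 36, 31, 27 and 29 adjusted over the list alone (adjusted p = 0.00183, 0.0129, 0.00673 and 0.00735 by camera with an estimated correlation), whereas Stat5b, a transcription factor downstream of JAK3, rose by 0.92 ± 0.10, 0.52 ± 0.10, 0.38 ± 0.10 and 0.38 ± 0.10.
Hair shaft, inner root sheath and keratin-associated protein genes were lower after JAK1i, JAK3i, ruxolitinib and tofacitinib, and their summed CPM over 77 members fell from 15660.5 ± 5820 after vehicle to 350.5 ± 500 after JAK1i (928.3 in replicate 3, 65.6 and 57.5 in replicates 1 and 2), 42.9 ± 7.21 after JAK3i, 135.2 ± 48.2 after ruxolitinib and 87.6 ± 4.56 after tofacitinib (SD, n = 3 each). Dilution by RNA of other cells would lower basal keratinocyte genes alike, yet their lowest median was −0.399 (SD of at most 0.729 between genes), against −5.242 for the highest hair shaft median. A shift of reads between near-identical copies would leave the sum level, yet its log2 ratio to vehicle was −5.482 to −8.512 (−7.992 in place of −5.482 for JAK1i without replicate 3). Follicles outside the growth phase at biopsy are a candidate explanation, since 12 of 16 hair matrix and anagen genes were lower in all 4. The paper gives 12 weeks of systemic treatment with the selective inhibitors, but the stage of the follicles at biopsy is not given in the sources used here and stays open, as does an effect of treatment on it.
JAK1i replicate 3 stood apart from replicates 1 and 2, with correlations of 0.36 and 0.445 over the 500 most variable genes, against 0.852 between those 2. A mislabelled ruxolitinib or tofacitinib library would correlate with these groups as their own libraries do, yet its highest correlation was 0.627, below 0.819 within ruxolitinib and 0.837 within tofacitinib. A swap with JAK3i would leave a library out of place there, yet the lowest correlation within JAK3i was 0.875, with at most 0.572 between JAK3i and JAK1i replicates 1 and 2 and −0.088 between JAK3i and replicate 3. A mixture with RNA of vehicle-like skin would need a share of 69.32% for 8 epidermal genes, where IFN-γ response genes allow 9.42%. Its interferon score, −1.3677, lay below those of replicates 1 and 2, −1.1434 and −1.3143, and a different depth of biopsy stays open, untested.
Other splits of the same libraries were counted for each comparison. With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The real value was reached in 1 of 10 splits, the real one itself, for JAK1i against vehicle (11403, highest other 1586), JAK3i (11510, highest other 0), ruxolitinib (9042, highest other 0) and tofacitinib (9407, highest other 0). The same held for JAK1i against JAK2i (11406, highest other 2201), JAK3i against JAK2i (11389, highest other 0) and JAK3i against JAK1i (7618, highest other 3069). For JAK2i against vehicle edgeR called 0 genes (213 at an unadjusted p below 0.05, where 5% of the genes tested is 888.5, and 0 by DESeq2), which any split reaches, here 10 of 10, so the splits say nothing about it.
Against pretreatment there are 84 splits, and only 1 of 84, the real one, reached the count for JAK1i (12323, highest other 6953), JAK3i (12325, highest other 3283), ruxolitinib (10044, highest other 3199) and tofacitinib (10366, highest other 3118). That is the smallest share that 84 splits allow, and these comparisons share the pretreatment libraries. The libraries of a group are not said to come from separate mice, so the splits cannot exclude chance differences between mice. For vehicle and JAK2i edgeR called 0 genes, which any split reaches, here 84 of 84 (highest other 150 and 98), so the splits say nothing about these counts. These counts by edgeR stand beside 232 and 246 genes at an unadjusted p below 0.05, where 5% of the genes tested is 888.5, and 0 and 1 by DESeq2. The highest other split for JAK1i put JAK1i replicates 1 and 2 with the ruxolitinib pretreatment library, and for JAK3i, ruxolitinib and tofacitinib it put the JAK1i, JAK3i and tofacitinib pretreatment libraries against the rest.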
